# Extracellular vesicles mediate stem cell signaling and systemic RNAi in planarians

**DOI:** 10.1126/sciadv.ady1461

**Published:** 2026-02-06

**Authors:** Vidyanand Sasidharan, Laura Ancellotti, Viraj Doddihal, Carolyn Brewster, Frederick Mann, Mary Cathleen McKinney, Joseph Varberg, Eric Ross, Fengyan Deng, Kexi Yi, Alejandro Sánchez Alvarado

## Abstract

Planarian flatworms are known for their remarkable regenerative capacity; however, the precise intercellular communication mechanisms underlying this process remain unsolved. Here, we report the discovery and characterization of abundant extracellular vesicles (EVs) in planarians. Using imaging and molecular analysis, we show conservation of biogenesis, morphology, and protein composition of planarian EVs. Environmental stressors significantly elevate EV release, indicating that planarians dynamically regulate vesicle production. Functionally, planarian EVs mediate intercellular communication by transferring regulatory signals: We find that they shuttle small RNAs that effect systemic RNA interference (RNAi) throughout the organism. Notably, gene knockdown experiments reveal a crucial role for AGO-3, a member of the Argonaute family of proteins, in modulating the association of small interfering RNAs with EVs, linking the intracellular RNAi machinery to EV-based signaling. These findings highlight EVs as pivotal mediators of cell-cell communication in planarians, with broad implications for understanding the coordination of gene regulation and tissue regeneration in animals.

## INTRODUCTION

In many organisms, traumatic events such as amputation and inflammation can trigger a complex biological response known as regeneration, through which damaged tissues are restored to health. The animal kingdom exhibits a wide range of regenerative capabilities (*1*). At one end of the spectrum, some animals can only heal wounds without restoring missing tissues. At the other end, certain animals can completely regenerate lost body parts (*2*) or even regenerate an entire organism from an amputated part (*3*). Several factors, including chemical and mechanical signals, play a role in regeneration (*4*, *5*). The cellular agents driving regeneration in adult tissues both respond to and produce these signals (*1*). The chemical signals are part of the secretome, a complex mixture of biomolecules that includes two main fractions: soluble components and vesicular components. The soluble fraction, released directly into the extracellular space, comprises proteins, growth factors, cytokines, and other biomolecules. In contrast, the vesicular fraction consists of membrane-enclosed structures like exosomes, microvesicles, and apoptotic bodies, which contain nucleic acids, proteins, and metabolites. Secreted vesicles can modulate target cell activity by interacting with cell membranes or releasing their contents into the cytoplasm, influencing processes such as wound healing (*6*), angiogenesis (*7*), neurite outgrowth (*8*), and inflammatory responses (*9*). Despite the well-understood role of the soluble secretome in regeneration, the role of the vesicular secretome remains poorly understood.

Extracellular vesicles (EVs) are a key component of the cellular secretome, comprising a diverse group of lipid bilayer–enclosed nanoparticles secreted by cells into the extracellular space. These vesicles, which from nano- to microsizes, play crucial roles in intercellular communication and various biological processes. The three primary subtypes of EVs—exosomes, microvesicles (ectosomes), and apoptotic bodies—are distinguished on the basis of their biogenesis, release pathway, size, content, and function (*10*). The discovery of EVs dates back to 1967 when P. Wolf described them as “platelet dust” and noted their role in blood coagulation (*11*). Subsequently, Pan and Johnstone provided the first electron micrograph of EVs isolated from maturing reticulocytes (*12*), and in 1987, Johnstone coined the term “exosomes” for vesicles shed by cells. Today, it is recognized that EVs are ubiquitously released by cells under both normal and pathological conditions and can be found in various bodily fluids, including blood, urine, and saliva (*13*). Exosomes, typically 30 to 150 nm in size, originate from late endosomes, often involving the endosomal sorting complexes required for transport (ESCRT) machinery, and are formed by the inward budding of multivesicular bodies (MVBs) before being released into the extracellular space upon fusion with the plasma membrane. Microvesicles, which range from 100 to 1000 nm, are derived from plasma membrane budding and require cytoskeleton components, molecular motors, and fusion machinery for their formation (*14*). The largest EVs, apoptotic bodies (1 to 5 μm), are produced during programmed cell death. Despite substantial progress, the complete mechanisms of EV biogenesis remain incompletely understood. Recent research has identified additional EV subtypes, such as autophagic EVs, stress EVs, and matrix vesicles (*15*), highlighting the diverse landscape and functions of EVs that require further exploration.

Upon secretion, EVs disperse omnidirectionally, interacting with and modulating the functions of surrounding cells (*16*). EVs contain a diverse range of biomolecules, including proteins, nucleic acids [mRNA, microRNA (miRNA), and DNA], lipids, metabolites, and surface molecules (*14*). The composition of EVs reflects their cell of origin and varies depending on the physiological state of the cell and its microenvironment (*17*). For instance, some EVs are enriched with proteins like Rab GTPases, SNAREs, and Annexins, which are crucial for MVB formation (*18*, *19*). Others are enriched in proteins involved in cytokinesis and ribosomal functions (*20*). By facilitating the transfer of bioactive molecules between cells, EVs mediate intercellular communication and influence a range of physiological and pathological processes (*17*).

EVs play pivotal roles in many biological processes, including immune system regulation, tissue repair, and cell maturation (*21*). However, EVs also contribute to the progression of diseases such as cancer, neurodegenerative disorders, and cardiovascular conditions. In cancer, EVs can spread malignancy by transferring oncogenic biomolecules to healthy cells (*22*), and they have been used as a prognostic tool for cancer diagnosis (*23*). In the context of neurodegenerative diseases like Parkinson’s, EVs facilitate the transfer of misfolded α-synuclein proteins between cells, potentially contributing to neurodegeneration (*24*). Conversely, EVs have been explored as therapeutic agents. For example, EVs derived from mesenchymal stem cells (MSC-EVs) and neural stem cells (NSC-EVs) have shown promise in improving neuropathological conditions and aiding recovery from behavioral and cognitive deficits associated with neurological injuries and disorders (*9*, *25*). In addition, EVs have been found to enhance mammalian tissue regeneration in vitro. However, mammalian models have limited regenerative capabilities, and in vivo studies focusing on EV biogenesis and other biological functions are scarce.

The role of EVs in regeneration remains incompletely understood. Studies have shown that EVs harvested from stem cell cultures can enhance cell proliferation in both vertebrates and invertebrates (*26*–*28*). However, their specific roles in intercellular communication during adult regeneration in vivo have yet to be clearly demonstrated. Leveraging the remarkable regenerative abilities of the freshwater planarian *Schmidtea mediterranea* (*29*) and the recent findings that EVs promote stem cell proliferation in this organism (*26*), we investigated whether EVs are involved in regeneration. Planarians can regrow lost tissues within 7 days following amputation, a process involving rapid wound healing, the formation of a regeneration blastema, and subsequent differentiation into missing body parts. Although planarian stem cells are well recognized as key players in this process (*30*, *31*), our study reveals that biomolecules associated with the vesicular fraction of the cell secretome likely play a crucial role in planarian regeneration. We found that planarians modulate EV production under different growth conditions and uncovered a function of EVs as transporters for processed small interfering RNAs (siRNAs) during RNA interference (RNAi). RNAi has been a powerful tool for perturbing genes in planarians since 1999 and is a key technique in studying gene regulation during regeneration and homeostasis (*32*). Notably, transplantation of EVs isolated from RNAi-treated animals successfully replicated the RNAi defect in healthy specimens. These findings suggest that the vesicular secretome in planarians serves previously unrecognized but essential functions in cellular transport and regeneration, opening avenues for understanding the complex mechanisms underlying tissue regeneration.

## RESULTS

### Adult planarians and their stem cells secrete EVs

To investigate whether EVs play a role in cell-cell communication in planarians, we first examined whether cultured planarian cells were capable of producing EVs. Cells enriched in stem cells were derived from tail fragments of planarians (*33*) and cultured within three-dimensional (3D) Matrigel domes for 24 hours before being fixed for transmission electron microscopy (TEM) analysis. Our observations revealed the presence of vesicles and MVBs near points of cell-cell contact (Fig. 1A, magenta arrows, and fig. S1A), suggesting that planarian stem cells may be capable of producing EVs. Following existing protocols (*34*), we isolated EVs from two conditions: planarian stem cell tissue culture and whole animal–rearing media. TEM confirmed the presence of EVs ranging from 50 to 200 nm in size (Fig. 1B and fig. S1B). In addition, immunogold electron microscopy (EM) labeling detected CD9 and CD63 in the purified particles (Fig. 1, C and D, arrows, and fig. S1, C to E), which are known to be enriched in EVs (*35*). Quantification of >1000 vesicles per antibody condition, we found that 31.44% of the particles were positive for CD9 and 17.57% for CD63 (Fig. 1E). Collectively, these data indicate that planarians secrete bilayered vesicles with sizes, morphology, and molecular components consistent with those of EVs.

**Fig. 1.**
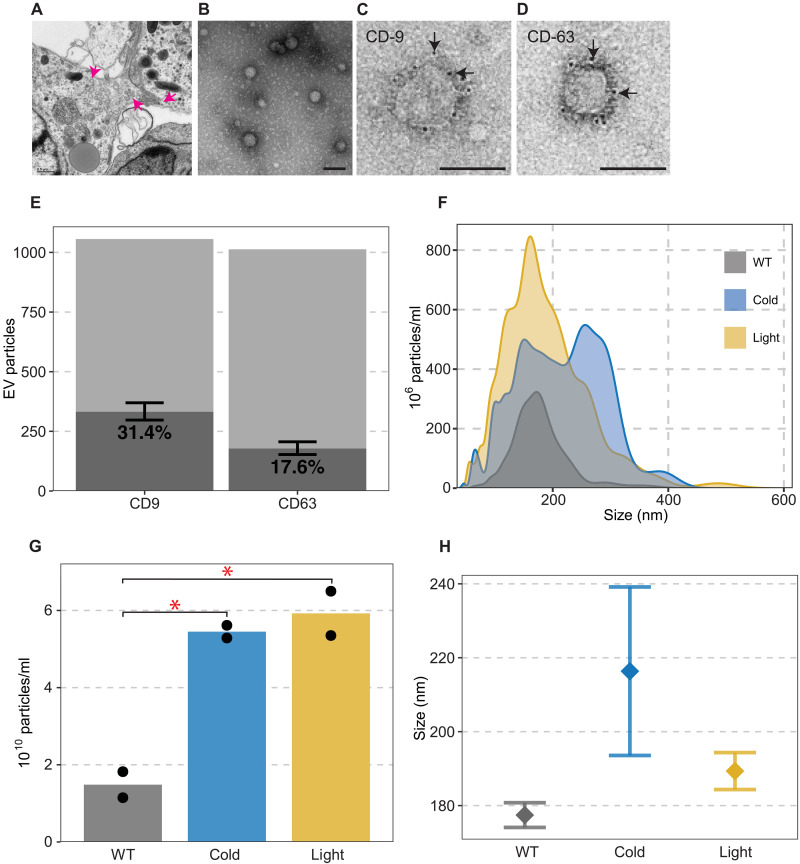
Presence of EVs in planarian cells. (**A**) TEM of 24-hour-cultured X1FS planarian stem cells shows the presence of endosomal vesicles (magenta arrows). (**B**) EVs isolated from cultured stem cells. Scale bar, 100 nm. (**C** and **D**) Characterization of planarian EVs using known EV markers CD-9 (C) and CD-63. (D) EVs were fixed onto EM grids and immunofluorescence stained for respective EV markers. (**E**) Percent of EVs labeled by CD9 (left) or CD63 (right) antibody as a percent of total EVs. Pale gray is total EVs, and dark gray is labeled EVs. Whiskers indicate 95% confidence interval of a one-sample Poisson rate test. CD-9 was detected more frequently than CD-63 (31.44% versus 17.57% of EVs). (**F** to **H**) Modulation of EV production in response to physical stimuli. Planarians were exposed to white light and cold (10°C); *n* = 200 animals per condition. NTA was performed to quantify EV particles. (F) Distribution of particle concentration versus size for each condition. (G) Total concentration of EV particles by condition. Black dots represent individual replicates. A two-sample *t* test was calculated between WT and the other two conditions. *P* values: cold, 0.023; light, 0.036. (H) Mean EV particle size by condition; diamonds indicate mean, and whiskers indicate individual values for two replicates.

Because EV secretion is known to be modulated by environmental stimuli (*36*), we examined whether the release of putative planarian EVs observed in our EM studies could be similarly influenced. To investigate the mechanism of EV release in planarians, we exposed these organisms to known stressors, specifically low temperatures and continuous light exposure (*37*). We used nanoparticle tracking analysis (NTA) to measure the release of EVs based on their light scattering and Brownian motion properties. The NTA revealed a significant increase in the production of small EVs (<200 nm) in animals subjected to either constant light or cold temperatures compared to those maintained under standard conditions (Fig. 1, F to H). Together, we conclude that planarians actively secrete vesicles indistinguishable from EVs described in other organisms and that the production of these particles is dynamically adjusted in response to environmental cues.

### Expression of EV biogenesis pathway genes is essential for planarian homeostasis

We identified and cloned 32 planarian homologs of genes known to be involved in the EV biogenesis pathway (*38*), which are primarily associated with ESCRT-dependent or ESCRT-independent pathways (Fig. 2A). To elucidate the expression patterns of these genes, we analyzed our lab-generated single-cell data (Fig. 2B) and performed mRNA in situ hybridization in homeostatic animals (Fig. 2C and fig. S2A). The mRNA expression profiles obtained from whole-mount in situ hybridization were consistent with our single-cell transcriptomics data (*39*). Our single-cell and in situ data reveal that phagocytic and neural cells have higher expression of ESCRT complex genes. To investigate the roles of these genes in planarian EV biogenesis, we used RNAi by feeding double-stranded RNA (dsRNA)–expressing bacteria to asexual planarians. Among the 32 genes, 11 exhibited phenotypes in intact animals, characterized by epithelial rupturing and head regression, indicative of tissue turnover defects (Fig. 2D and fig. S2B). The *Caenorhabditis elegans* gene *unc-22*, which is not expressed in planarians, served as a control for the knockdown experiment. Furthermore, we assessed the requirement of these biogenesis genes for EV secretion under normal conditions by performing NTA on RNAi animals of the 11 genes that caused homeostatic defects such as epithelial lesions and head regression (Fig. 2E and fig. S2C). These observations support an evolutionarily conserved role for ESCRT complexes in modulating EV production and highlight the critical role of EV biogenesis pathways in facilitating planarian regeneration and homeostasis.

**Fig. 2.**
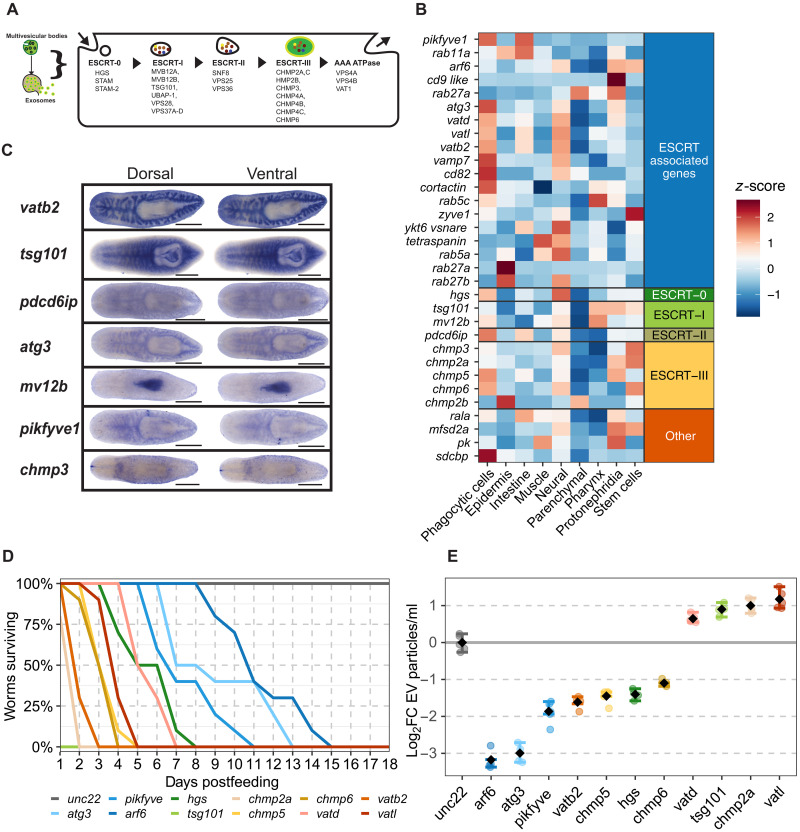
Genes involved in EV biogenesis. (**A**) Pictorial representation of known ESCRT complex participation in EV biogenesis. We found 32 genes associated with the ESCRT complex in planarians. (**B**) Expression of data ESCRT and ESCRT-associated genes in unirradiated regenerating planarian single-cell data from Benham-Pyle *et al.* (*39*), colored by the *z*-score of mean VST-normalized expression. (**C**) Whole-mount in situ hybridization reveals expression patterns of ESCRT complex and associated genes. Scale bar, 500 μm. (**D**) Survival of RNAi-treated animals (*n* = 10 animals per condition). Animals were fed three rounds of RNAi food spaced 4 days apart, and survival was tracked for 18dpf. (**E**) Modulation of EV production by members of the ESCRT complex and associated genes upon RNAi treatment (*n* = 200 animals per RNAi). NTA was performed to measure the production of EVs from different knockdown conditions. The data represent the mean log_2_FC of EV production in different RNAi conditions versus the *unc22(RNAi)* mean. Black diamonds indicate mean concentrations, whiskers indicate a 95% confidence interval for the mean, and dots represent technical replicates.

### Proteomic and small RNA profiles reveal distinct molecules associated with planarian EVs

Proteomics and small RNA analyses are often performed to better characterize and identify the information carried by EVs. We conducted extensive proteomics and small RNA analyses on the large and small EVs recovered from wild-type (WT) and regenerating animals (Fig. 3A). We operationally define “large EVs” as the pellet from 15,800*g* centrifugation and “small EVs” as those pelleted at 120,000*g*. Samples for proteomic analysis were prepared in triplicate using the “One-Tip” method (Materials and Methods) (*40*). Quantitative label-free proteomic analysis was performed using data-independent acquisition (DIA) methods with nanoflow liquid chromatography (LC) optimized for low-input samples. A total of 3312 proteins were detected across all samples, with most proteins present at similar levels in both EV classes. However, distinct subsets of proteins were enriched [log_2_ fold change (FC) > 1, 1% false discovery rate (FDR)] or uniquely identified in either large or small EVs.

**Fig. 3.**
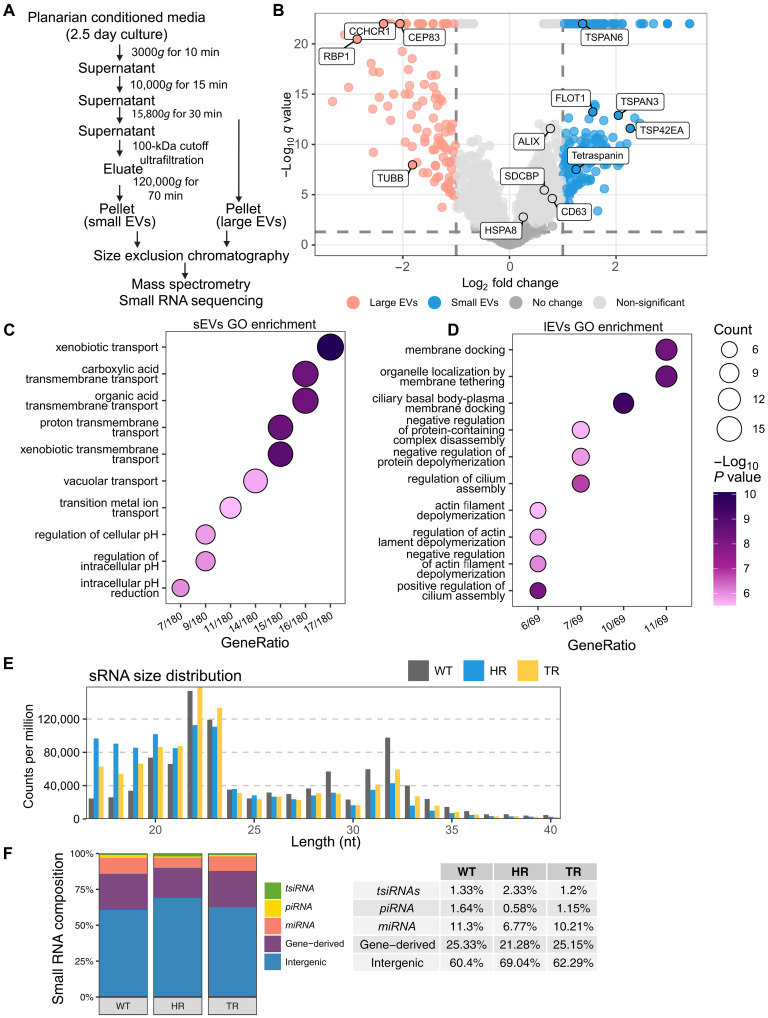
Proteomics and small RNA analysis of planarian EVs. (**A**) Methodology used to isolate small and large EVs from conditioned planarian media. (**B**) Volcano plot of the differential abundance of proteins in small versus large EVs isolated from homeostatic animals. The *x* axis is log_2_FC of abundance in small EVs versus large EVs. The *y* axis is significance calculated as −log_10_(*q* value). Blue dots represent proteins more abundant in small EVs, pink dots represent proteins more abundant in large EVs, and gray dots indicate nonsignificant proteins. (**C** and **D**) Enrichment of top GO terms (BP) for small and large EVs from WT animals. (**E**) Histogram representing the sRNA read length distribution in nucleotides, plotted as counts per million, from EVs isolated from WT (gray), HR (blue), and (yellow) animals. (**F**) Stacked bar plots of the fraction of different small RNA classes associated with EVs (piRNA, miRNA, gene-derived, intergenic, and tsiRNAs) in each experimental condition (WT, HR, and TR). Mean composition values are reported for each sRNA class. EVs were isolated from 800 WT, 800 head, and 800 tail fragments; *n* = 3.

In WT animals, proteomic analysis of small EVs showed enrichment for orthologs of canonical mammalian EV markers such as Flotillin 1 (FLOT1), TSPAN3, and several planarian-specific tetraspanins (*20*, *41*) (Fig. 3B). We also detected other EV markers such as ALIX (PDCD6IP), SDCBP (syndecan binding protein), CD63, etc. In contrast, proteins related to actin and cilia were enriched in the large EVs (table S1). This pattern was found to be generally the same in EVs isolated from regenerating animals with minor differences. For example, FLOT1 was less specific for small EVs during regeneration than in WT animals (fig. S3, A to C, and table S2). Gene Ontology (GO) analysis revealed enrichment of transport molecules in the small EVs and actin-related molecules in the large EVs (Fig. 3, C and D, and table S3), consistent with biogenic pathways described for small and large EVs in other systems (*20*). Overall, our quantitative proteomics analyses identified diverse sets of protein and putative markers enriched in small and large EVs, demonstrating that EV protein composition changes under different physiological conditions.

To test whether small noncoding RNAs (sRNAs) are associated with purified planarian EVs, we collected small EVs from WT, head-regenerating (HR), and tail-regenerating (TR) animals. 

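Small EVs are the vesicles pelleted at 120000 g from medium in which planarians were kept for 2.5 days. They were collected from WT animals and from animals regenerating a head (HR) or a tail (TR), with 3 sequencing libraries per condition. Methods and sample labels give 500 animals per culture and the legend of the paper's Fig. 3 gives 800 animals or fragments per condition, and the labels describe the HR and TR samples as coming from head and tail fragments. EVs were treated with RNase A and repurified, and their total RNA was made into libraries with a kit that ligates adapters to short RNAs. The authors trimmed adapters with bbduk, filtered rRNA reads and aligned the rest with bbmap. Tool versions and the genome build are not given in the sources used here.
The deposited table lists each distinct trimmed sequence with its count in each library, without a genome position or an sRNA class. It holds 80081 distinct sequences for these 9 libraries. Its smallest count above 0 is 10, so a sequence listed at 0 can have had up to 9 reads. Counts per library summed to 2176362 to 2873409 in WT (median 2705458), 4401162 to 5673188 in HR (median 4756151) and 3067392 to 3698824 in TR (median 3405770). Sequences shorter than 17 nt, which the authors' alignment left out, are in the table and held 10.5% to 14.6% of counts in WT, 31.5% to 31.9% in HR and 23.9% to 28.9% in TR.
miRNAs were recognised by exact identity with 92 mature sequences, which carry 93 names in the first 1999 rows of Table S5, the part of that table used here. piRNAs, tsiRNAs, gene-derived and intergenic sequences need a genome annotation and were not assigned here. Counts per sequence were compared with edgeR's quasi-likelihood test after normalization by the trimmed mean of M values (TMM), over the 46071 sequences that passed its filter on low counts. CPM of single miRNAs are TMM-normalized, and shares are percentages of a library's counts. Nothing in the sources used here says whether the replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.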

Sequencing yielded 14,214,433 reads from WT, 19,535,879 from HR, and 16,661,896 from TR-derived EVs, respectively. Each condition was sequenced across three replicates. After removing noncanonical sRNA reads [i.e., reads too short to align <17–base pair (bp), >40-bp reads, nonadapter, ribosomal RNA (rRNA), and mitochondrial sequences], 8,494,455 reads from WT, 11,371,091 from HR-derived and 8,458,823 from TR-derived EVs aligned to the *S. mediterranea* genome (table S4). 

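EVs of regenerating animals held a larger number of distinct small RNA sequences than EVs of WT animals, in libraries that were also deeper. At the 10-count listing minimum, 18313 to 24325 distinct sequences were listed per WT library, 47234 to 54496 per HR library and 39746 to 45637 per TR library (n = 3 libraries each). Per library, Table S4 gives the paper's aligned reads as 2295213 to 3218061 in WT, 3399492 to 4328497 in HR and 2453404 to 3127923 in TR. The counts used here sum to less than the aligned reads in each WT library and to more in each HR and TR library. In HR replicate 1 they exceed the 4489521 reads that the paper's Table S4 leaves after the rRNA filter, so the counts are not limited to the reads that were aligned.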

Consistent with findings from other organisms, the collected planarian EVs contained Piwi-interacting RNAs (piRNAs), miRNAs, and tRNA-derived sRNAs (tsiRNAs) (*42*, *43*). 

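Outside the miRNAs, the most abundant sequences resembled fragments of tRNA and rRNA, and their order differed between conditions. GCATCGGTGGTTCAGTGGTAGAATGCTCGC, a 30-nt sequence that matches the 5′ end of glycine tRNA of other animals, made up 4.73% ± 0.486 of counts in WT EVs (SD, n = 3 libraries), 0.648% ± 0.00912 in HR and 1.56% ± 0.192 in TR. A second 30-nt sequence, GGCCGTGATCGTCTAGTGGTTAGGACATTG, made up 2.92% ± 0.285 in WT, 0.425% ± 0.00445 in HR and 0.932% ± 0.104 in TR. CCCGACCTCAGATCAGATG, a 19-nt sequence that resembles the 5′ end of 28S rRNA, made up 3.17% ± 0.611 of counts in TR, 0.435% ± 0.0436 in WT and 0.455% ± 0.0343 in HR. These shares are descriptions of the libraries, with no test of their own.
Among miRNAs, 64 of the 92 mature sequences were tested. The 3 most abundant in WT EVs were miR-61a-3p at 8520 ± 3682 CPM (SD, n = 3), miR-10b-5p at 4843 ± 288 CPM and lin-4-5p, the founding member of the lin-4/miR-125 family of developmental timing miRNAs, at 4117 ± 617 CPM.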

We used published data and databases to classify the miRNA, tsiRNAs, and piRNA populations (*44*–*46*). 

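miRNAs were a larger part of WT-derived and TR-derived small EVs than of HR-derived ones. Named miRNAs made up 2.53% ± 0.404 of counts in WT (SD, n = 3 libraries), 0.454% ± 0.0122 in HR and 1.70% ± 0.240 in TR. Each HR library lay below each TR library, and each TR library below each WT library. The order of TR and WT turns per 100 counts of 25 to 40 nt, where miRNAs had 5.39 counts in TR and 4.52 in WT (ratio 1.19, two-sided exact p = 0.2). Each of the 3 comparisons of shares gave a two-sided p of 0.1 in an exact permutation test, the smallest that 3 libraries against 3 allow. miRNAs are the only class tested here, so adjustment over classes leaves these values as they are.
The share depends on what is counted. Of the counts of 17 to 40 nt, miRNAs made up 2.93% in WT, 0.668% in HR and 2.35% in TR. With isomiRs, which start with the first 18 bases of a mature miRNA and are at most 26 nt long, they made up 3.24% of all counts in WT, 0.585% in HR and 2.17% in TR. On the scale of the paper's Table S5, whose denominators are not stated in the sources used here, the shares are 13.9%, 7.46% and 12.7%. The ratio of TR to HR is 3.74 by the counts used here and 1.70 in Table S5, and that of HR to WT 0.179 and 0.538.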

Analysis of sRNA sequences revealed that the majority mapped to the intergenic region of the genome (WT, 60.4%; HR, 69.04%; TR, 62.29%), followed by gene-derived sequences (including gene fragments and degradation products; WT, 25.33%; HR, 21.28%; TR, 25.15%) (Fig. 3E), whereas miRNAs accounted for ~6 to 11% across all three conditions, followed by lower proportions of piRNAs and tsiRNAs (Fig. 3F). 

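EVs of regenerating animals carried shorter sequences than EVs of WT animals. Sequences of 17 to 19 nt made up 10.2% ± 0.288 of the counts between 17 and 40 nt in WT (SD, n = 3 libraries), 33.6% ± 0.4 in HR and 25.2% ± 0.234 in TR. Sequences of 20 to 24 nt, the range of miRNAs and siRNAs, made up 25.0% ± 0.764 in WT, 37.8% ± 0.197 in HR and 31.3% ± 0.383 in TR. At 22 nt the shares were close, 6.74% ± 0.105 in WT, 7.76% ± 0.0259 in HR and 7.16% ± 0.149 in TR. No library of one condition overlapped with a library of another in any of these 3 ranges (exact permutation test, two-sided p = 0.1 for each pair of conditions, the smallest that 3 against 3 allow).
From 17 to 40 nt, the most abundant single length was 30 nt in WT, with 12.4% of counts, 17 nt in HR, the shortest counted, with 11.5%, and 19 nt in TR, with 11.0%. The length of 22 nt came second in TR and was not among the 3 most abundant lengths in WT or HR.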

Size distribution profiling showed a predominant peak at ~22 nucleotides, consistent with the size of mature miRNAs (fig. S3E). 

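Sequences of 31 to 33 nt, the length of planarian piRNAs, were most abundant in WT-derived small EVs and least abundant in HR-derived ones. They made up 15.6% ± 0.469 of the counts between 17 and 40 nt in WT (SD, n = 3 libraries), 3.22% ± 0.228 in HR and 9.73% ± 0.278 in TR. The 3 libraries of each condition did not overlap with those of another (exact permutation test, two-sided p = 0.1 for each pair, the smallest possible). Sequences of 28 to 30 nt, which include the abundant tRNA-derived sequence of 30 nt, made up 29.7% of counts in WT, 11.3% in HR and 16.4% in TR. Without a genome annotation, a length does not tell a piRNA from a fragment of another RNA.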

Additional peaks corresponding to other small RNA classes, including piRNAs [31 to 33 nucleotides (nt)] and tsiRNAs (17 to 40 nt), were also evident (Fig. 3F and fig. S3E). 

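miRNAs rose as a group in TR-derived relative to HR-derived small EVs. Of 64 miRNAs tested, 47 were higher and 0 were lower in TR at an adjusted p under 0.05 from edgeR, with 55 at an unadjusted p under 0.05 and 50 higher and 0 lower by DESeq2. Adjusted over these 64 miRNAs alone, 53 were higher. Among those past the threshold with a mean of at least 10 CPM over HR and TR and no overlap between libraries, the largest changes were in miR-10b-5p, a miRNA of the Hox clusters in many animals, which was 309 ± 21.6 CPM in HR and 3319 ± 428 CPM in TR (SD, n = 3). Its log2 fold change was 3.42 (SE 0.12, adjusted p = 1.49e-05 from edgeR). miR-31a-5p had a log2 fold change of 3.09 (SE 0.36, adjusted p = 0.00146), miR-2156b-3p of 3.03 (SE 0.27, adjusted p = 0.000504), miR-71c-5p of 2.83 (SE 0.30, adjusted p = 0.00100), miR-754b-5p of 2.82 (SE 0.25, adjusted p = 0.000511) and miR-2151-3p of 2.65 (SE 0.22, adjusted p = 0.000392). Short sequences, a possible sign of RNA breakdown that was not tested here, moved the other way, with 31.5% to 31.9% of counts under 17 nt in HR and 23.9% to 28.9% in TR. Per 100 counts of 25 to 40 nt, miRNAs had 2.34 counts in HR and 5.39 in TR, a smaller contrast than in all counts.
By family, 4 of 5 tested members of the let-7 family were higher in TR, as were 4 of 4 of the lin-4/miR-125 family, 4 of 5 of the miR-277 family, 4 of 5 of the miR-753/miR-754/miR-2156 group, 3 of 3 of the miR-71 and bantam families, 2 of 2 of the miR-2/13, miR-61 and miR-87 families and 1 of 1 of the miR-10/100 family. None was lower. Of the muscle miRNAs of other animals 1 of 1 was higher, of the nervous system miRNAs 1 of 3, and of the miR-36 family 0 of 2. Adjusted over the members of each family or group alone, the miR-277 family had 5, the nervous system miRNAs 2 and the miR-36 family 2 higher members, and the other lists had the same numbers. let-7a-5p had a log2 fold change of 2.37 (SE 0.12, adjusted p = 3.67e-05) and lin-4-5p of 2.03 (SE 0.18, adjusted p = 0.000511 from edgeR). The other 7 of the 10 most abundant miRNAs were miR-61a-3p (2.03, SE 0.32, adjusted p = 0.00585), miR-750-3p (1.36, SE 0.14, adjusted p = 0.000801), miR-277a-3p (2.00, SE 0.09, adjusted p = 3.17e-05), miR-2179-3p (1.78, SE 0.19, adjusted p = 0.00113), bantam-b-3p (2.03, SE 0.38, adjusted p = 0.0115), miR-277c-3p (1.93, SE 0.32, adjusted p = 0.00726) and miR-8b-3p (2.03, SE 0.20, adjusted p = 0.000697), of which miR-750-3p, miR-2179-3p and miR-277c-3p turned to −0.63, −0.23 and −0.08 on miRNA counts alone. bantam-b-3p lay above 0.05 in 3 of 6 fits without 1 library (adjusted p up to 0.0595). These directions are relative to all sequences: scaled to miRNA counts alone, 5 miRNAs were higher and 3 lower in TR, and the median log2 fold changes of the bantam and miR-87 families turned to −0.07 and −0.01.
miR-124c is represented by miR-124c-2-5p (GCATTAACCCTGTTGTCTTAGAT), the only miR-124c arm in the part of Table S5 used here. It was listed with 42 and 14 counts in 2 of 3 WT libraries, with 10 counts in 1 of 3 TR libraries and at 0 in all HR libraries. TR and HR did not differ past the threshold (adjusted p = 0.262 from edgeR, 0.102 adjusted over the 64 miRNAs alone). With up to 9 reads possible behind a 0, a difference between TR and HR was not detectable at this depth.

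**Figure D1:**
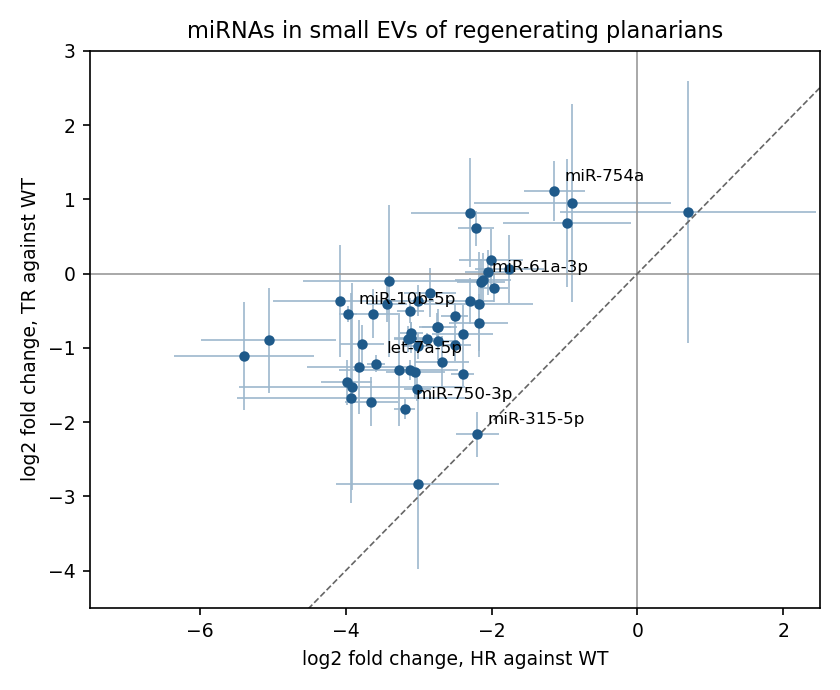
log2 fold change of each miRNA in HR against WT (x axis) and in TR against WT (y axis), for the 52 miRNAs with counts in all 3 conditions, from edgeR fits over all sequences with n = 3 libraries per condition. All 52 lie above the diagonal on which HR and TR change alike; this direction is relative to all sequences and is not kept by every miRNA when miRNA counts alone set the scale, where 3 pass the test as lower in TR than in HR.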

We observed a trend of sRNA sequence enrichment in TR-derived small EVs compared to HR-derived small EVs; for instance, *miR-124c*, a key regulator for neurogenesis (*47*), is enriched in TR-derived EVs (table S5). This comprehensive analysis not only defined the diverse RNA biotypes associated with planarian EVs but also revealed distinct sRNA profiles in EVs derived from HR- and TR-planarians, suggesting a potential role for EV-mediated sRNA transport in region-specific regeneration processes.

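HR-derived and TR-derived small EVs differed from each other and from WT in a large number of sequences. Of 46071 sequences tested, 4748 were higher and 3446 lower in TR than in HR at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The sequences higher in TR had a median length of 25 nt and those lower in TR of 19 nt. Against WT, 24554 sequences were higher and 7529 lower in HR, and 22336 higher and 4261 lower in TR. Of those higher than in WT, 75.5% in HR and 74.1% in TR were listed at 0 in all WT libraries. WT libraries were less deep, with a median of 2705458 counts against 4756151 in HR and 3405770 in TR. A 0 in the table can hide up to 9 reads. Depth and the listing minimum can therefore add to the sequences called higher than in WT, by an amount that was not tested. Sequences higher in HR than in WT were short, 36.6% under 17 nt and 22.2% of 17 to 19 nt.
Most miRNAs fell in HR relative to WT, on the scale of all sequences. Of 64 tested, 58 were lower and 0 higher in HR (61 lower adjusted over these 64 alone, 61 at an unadjusted p under 0.05, and 54 lower and 0 higher by DESeq2). In TR, 24 were lower and 1 was higher than in WT (24 lower and 0 higher adjusted over the 64 alone, 23 lower and 2 higher by DESeq2). miR-133a-3p, a muscle miRNA of other animals, was 46.3 ± 2.19 CPM in WT (SD, n = 3) and 11.4 ± 0.988 CPM in TR and was listed at 0 in all HR libraries. It was at least 28.2-fold lower in HR than in WT (adjusted p = 4.14e-06) and at least 6.94-fold higher in TR than in HR (adjusted p = 0.000116 from edgeR), taking 9 counts per library as the largest level behind a 0. miR-71b-5p, also at 0 in HR, was at least 12.7-fold lower in HR than in WT (adjusted p = 5.87e-05). miR-2b-3p (adjusted p = 0.00131) and miR-756-5p (adjusted p = 0.00153) were also lower in HR, where each was listed in 1 of 3 libraries, so the size of their fall is not given. Other large falls were in miR-87c-3p in HR (log2 fold change −3.99, SE 0.35, adjusted p = 3.16e-05), and in TR in miR-133a-3p (−2.02, SE 0.16, adjusted p = 0.000117), miR-750-3p (−1.83, SE 0.14, adjusted p = 3.09e-05), miR-190a-5p (−1.73, SE 0.33, adjusted p = 0.00225), miR-87d-3p (−1.55, SE 0.17, adjusted p = 0.000146) and miR-87c-3p (−1.47, SE 0.31, adjusted p = 0.00382). miR-10b-5p had a log2 fold change of −3.97 in HR against WT (SE 0.13, adjusted p = 1.04e-06) and of −0.55 in TR against WT (SE 0.11, adjusted p = 0.00363), which turned to 0.30 on miRNA counts alone. miR-315-5p fell against WT by similar amounts in HR and TR, with log2 fold changes of −2.20 and −2.17 (adjusted p = 0.000280 and 0.000390 from edgeR), and its log2 fold change between TR and HR was 0.03 (SE 0.29, adjusted p = 0.978). The single miRNA higher in TR than in WT was miR-754a, with a log2 fold change of 1.11 (SE 0.40, adjusted p = 0.0421). Its adjusted p lay between 0.0436 and 0.107 when 1 of the 6 libraries was left out, and above 0.05 in 5 of these 6 fits. miR-124c-2-5p was lower in HR than in WT at an adjusted p of 0.0451 from edgeR, a call that depends on single libraries, and did not pass in TR against WT (adjusted p = 0.315). In HR against WT its adjusted p was 0.114 without WT replicate 2, which holds 42 of its counts, 0.0825 without WT replicate 3 and 0.0942 to 0.0984 without any of the HR libraries.
In HR against WT, all tested members of the lin-4/miR-125 (4), miR-277 (5), miR-71 (3), bantam (3), miR-2/13 (2), miR-61 (2), miR-87 (2), miR-36 (2) and miR-10/100 (1) families were lower, as were the muscle (1) and nervous system (3) miRNAs, with 4 of 5 in the let-7 family (5 adjusted over the members of the family alone) and 4 of 5 in the miR-753/miR-754/miR-2156 group. In TR against WT, 4 of 5 let-7, 3 of 4 lin-4/miR-125, 2 of 2 miR-87, 1 of 3 miR-71, 1 of 3 bantam, 1 of 5 miR-277 and 1 of 1 miR-10/100 family members and the muscle miRNA were lower, 0 of the miR-2/13, miR-61, miR-36 and nervous system members passed, and the miR-753/miR-754/miR-2156 group had 1 higher and 1 lower member (0 and 0 adjusted over its own members alone, where the other lists kept their numbers). On miRNA counts alone, 5 miRNAs were higher and 6 lower in HR against WT and 6 higher and 4 lower in TR against WT, and the medians of the bantam, miR-277, miR-61 and miR-753/miR-754/miR-2156 lists turned positive in HR (0.78, 0.59, 0.39 and 0.65). In TR against WT the medians of the bantam, lin-4/miR-125, miR-10/100, miR-277, miR-61 and nervous system lists turned positive on that scale (0.80, 0.04, 0.30, 0.45, 0.71 and 1.41).
The split of sequences between TR and HR depends on the scaling, with 4021 higher and 5574 lower by library totals, 4670 and 7262 by DESeq2, and 5548 and 6284 in a fit of these groups alone. The median log2 fold change of all sequences was −0.10 in the edgeR fit, −0.37 by library totals and −0.41 by DESeq2 in TR against HR, 3.25, 3.49 and 3.59 in HR against WT, and 2.92, 2.89 and 3.05 in TR against WT. With all libraries 8194 sequences differed between TR and HR in both directions together, while separate fits called 3092, 3128 and 3049 without HR replicate 1, 2 or 3, and 4256 without TR replicate 2. From the sRNA classes in EVs and the differing profiles of HR and TR, the paper proposes a potential part for EV-borne sRNAs in regeneration of particular body regions.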

### Evidence for systemic, EV-mediated gene silencing in planarians

To explore the adaptive nature of planarian EVs in response to varying physiological conditions, we investigated how metabolic activity modulates small and large EV production. We fed planarians two types of food: beef liver paste and beef liver paste mixed with *unc-22(dsRNA)*. A group of unfed animals served as a baseline for EV production (Fig. 4A). Using NTA, we observed a drastic increase in small and large EV production at 1 day postfeeding (1dpf) under both fed conditions, with a significantly notable (*P* = 0.001) surge in dsRNA-fed animals at 4dpf with respect to small EVs (Fig. 4B). Unexpectedly, we did not find a similar trend with the large EVs (fig. S4A). This increase prompted us to test whether small EVs could serve as potential carriers for dsRNA-derived siRNAs, which are known for suppressing mRNA function.

**Fig. 4.**
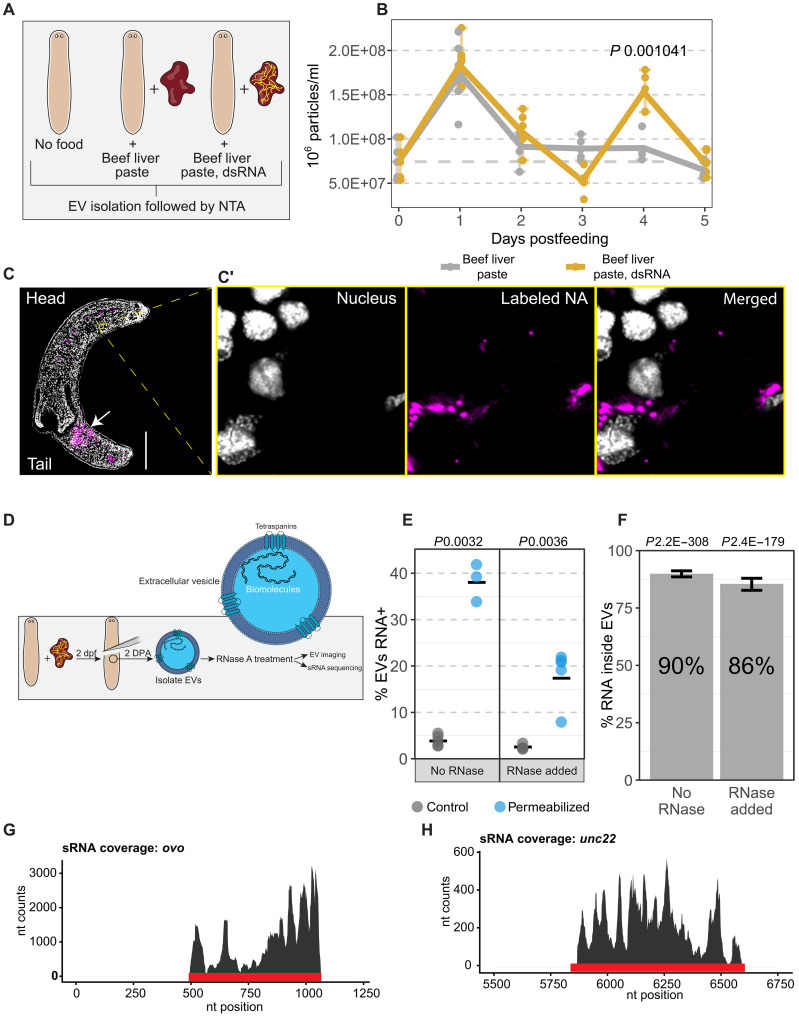
dsRNA-derived siRNAs are associated with small EVs. (**A**) Pictorial representation of different feeding regimes used for NTA. (**B**) NTA quantification of the small EV particle production of control (beef liver paste) and beef liver paste+*unc22* dsRNA–fed animals for 5dpf. Baseline “0dpf” values are from unfed animals. Points represent technical replicates, whiskers indicate a 95% confidence interval for the mean, and both the 95% confidence interval and *P* value are from a two-sample *t* test for fed versus dsRNA-fed animals at each time point. (**C** and **C′**) Digoxigenin-labeled *unc-22(dsRNA)* was injected post-pharyngeally in planarians. After 24 hours, they were fixed and coronally sectioned into 10 μm; magenta is digoxigenin-labeled dsRNA, and white is DAPI. Scale bar, 500 μm. (**D**) Workflow for single-particle EV imaging and small RNA sequencing after dsRNA feeding. A total of 800 animals were fed dsRNA for 2 hours. Animals were amputated 2dpf pre-pharyngeally, and EVs were isolated from the conditioned media 2 days post amputation. (**E**) dSTORM results showing the percent of EV particles positive for the dsRNA signal in control versus permeabilized samples in the absence (left) or presence (right) of RNAse. Points represent technical replicates. Bars indicate means for each condition, and *P* values represent a two-sided *t* test between control and permeabilized samples. (**F**) Nonpermeabilized EVs show a fraction of the dsRNA signal of their permeabilized counterparts in the absence (10%) or presence (14%) of RNase, indicating that most of the dsRNA signal is coming from RNAs packaged within EVs (90 and 86%, respectively). *P* values represent Poisson rate tests for dsRNA-negative versus dsRNA-positive EVs in each RNase condition, and black bars mark the 95% confidence interval. (**G** and **H**) dsRNA-derived siRNAs from EVs mapped back to their respective gene sequences. The red line represents the region where the dsRNA was designed. The black histogram represents the alignment of sRNAs in the gene sequence.

Next, we injected digoxigenin-labeled *unc22(dsRNA)* into planarians and performed immunohistochemistry 1dpf. The labeled dsRNA dispersed throughout the planarian anatomy, with closer examination revealing its arrangement within the cell cytoplasm in a vesicular pattern, suggesting an association with endosomal-like structures that may ultimately become EVs (Fig. 4, C and C′). For detecting dsRNA within cells, we fed planarians custom-designed, digoxigenin-labeled dsRNA (scramble dsRNA) and isolated stem cell–like cells 2dpf. We used X1FS [X1 (irradiation sensitive) and FS (forward scattering)] cells, which are a heterogeneous population of neoblasts isolated without labeling using flow cytometry (*48*). We detected dsRNA signals within the cytoplasm of the cell marked by PIWI-1 antibody (fig. S4B). We then examined the EV composition of dsRNA-treated animals using two approaches. First, we used single-particle EV imaging to detect digoxigenin-labeled sRNAs in EVs. Second, we conducted small RNA sequencing to determine the presence of dsRNA-derived siRNAs associated with EVs (Fig. 4D).

For single-particle EV imaging, we fed animals with a scramble dsRNA and subjected the resulting EVs to single-particle EV imaging (Materials and Methods). EVs were labeled with a membrane lipid dye, fluorophore-conjugated antibodies targeting three tetraspanins (CD9, CD63, and CD81), and an anti-digoxigenin antibody specific to the labeled dsRNA or dsRNA-derived siRNA fragments. EVs were then immobilized on coverslips using phosphatidylserine (PS)–mediated capture for direct Stochastic Optical Reconstruction Microscopy (dSTORM). To test assay specificity, nonpermeabilized and permeabilized EVs were first tested for RNA content (Fig. 4E). Only 4% of nonpermeabilized EVs were positive, whereas 38% of permeabilized EVs were found to be positive (Fig. 4E and fig. S4C). These results indicate that little to no digoxigenin-labeled RNA is accessible to detection in the nonpermeabilized EVs, suggesting that most of the digoxigenin-labeled RNAs are likely found inside the vesicles. As an additional control, we subjected the nonpermeabilized and permeabilized EVs to RNase treatment to further test the distribution of RNAs associated with EVs. Nonpermeabilized EVs show a 34% reduction in signal when compared to no RNase treatment controls, whereas permeabilized EVs have a 54% reduction in signal. We conclude from these experiments that the RNA detected in EVs are likely predominantly carried as cargo. A Poisson rate test was performed to determine the relative percent of permeabilized EV RNA signal still present in nonpermeabilized samples (10% without RNase and 14% with RNase) (Fig. 4F). This portion of the signal is assumed to be from external RNA, whereas the remainder of the signal is from internal RNA. This indicates that most labeled RNAs were likely packaged within EVs (86 to 90%), rather than external (Fig. 4, E and F, and fig. S4C).

We then sought to determine the nature of the RNAs present in EVs. We fed in vitro–synthesized dsRNA mixed with beef liver paste targeting the *ovo* gene, which specifically depletes photoreceptor progenitor cells and used *unc-22* as control (*49*). EVs from regenerating animals were collected, treated with RNase, and subjected to sRNA sequencing (Fig. 4D). The results confirmed the presence of gene-specific siRNAs associated with EVs. Coverage plots and alignments generated using the Integrative Genomics Viewer (IGV) demonstrated precise mapping of dsRNA-derived siRNAs to the targeted gene sequence used as the dsRNA templates (Fig. 4, G and H). Together, these findings demonstrate that dsRNA-derived siRNAs are associated with EVs and suggest that EVs may facilitate their transport across various cell and tissue types.

### Ago-3 plays a role in the transport of dsRNA-derived siRNAs via EVs

The discovery that dsRNA-derived siRNAs are associated with EVs revealed a possible mechanism for effecting systemic RNAi in planarians. To investigate this phenomenon, we administered dsRNA targeting the planarian genes, *ovo* and *beta-catenin*. *ovo(RNAi)* results in the morphological absence of photoreceptor pigment cells (*49*), whereas *beta-catenin(RNAi)* disrupts anterior-posterior polarity and causes posterior amputation planes to regenerate a head instead of a tail (*50*, *51*). Planarians were amputated 2 days after three rounds of dsRNA feeding (Fig. 5A; Materials and Methods). EVs were collected from the planarian buffer 4dpf, treated with RNase A, and transplanted into healthy animals via microinjection in the posterior region just below the pharynx (Fig. 5A). Following 3 consecutive days of injections, we amputated the planarians post-pharyngeally and allowed them to regenerate. EVs from *unc-22* dsRNA-fed animals served as controls. The transplantation of EVs from *ovo* and *beta-catenin* dsRNA-fed animals resulted in gene-specific knockdown defects (Fig. 5, B, B′, C, and C′). Eighty percent (*n* = 4/5) of *ovo* EV-transplanted animals and 90% (*n* = 10/12) of *beta-catenin* EV-transplanted animals displayed the expected phenotypes. To further understand the important question of EV packaging of dsRNA-derived siRNAs mediating RNAi transmission, we performed transplantation experiments using permeabilized and nonpermeabilized EVs harvested from RNAi animals (Materials and Methods). Our results demonstrated that only nonpermeabilized EVs can elicit a strong RNAi phenotype (*beta catenin* EVs, 8/10; *ovo* EVs, 7/10), whereas permeabilized EVs failed to induce any observable phenotype (fig. S5A). These findings demonstrate the capacity of EVs to transport functionally active dsRNA-derived siRNAs across diverse tissues, providing strong evidence for their role in intercellular RNA communication.

**Fig. 5.**
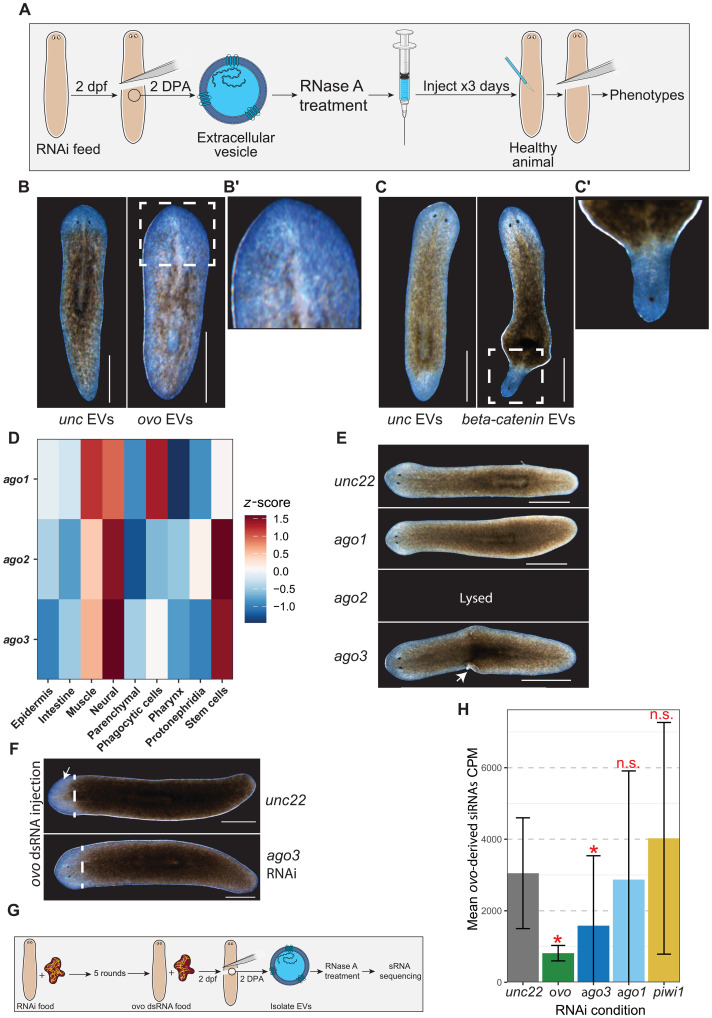
EVs harbor functionally active dsRNA-derived siRNA. (**A**) Workflow for isolating EVs after dsRNA feeding for transplantation. A total of 800 animals were fed dsRNA for 2 hours. Animals were amputated 2dpf post-pharyngeal. EVs were isolated from the conditioned media 2 DPA. Purified EVs were transplanted to healthy animals below the pharynx. (**B** to **C’**) EVs isolated from *ovo* and *beta-catenin* dsRNA-treated animals were transplanted into healthy animals. EVs isolated from *unc-22*–treated animals were used as a control for the study. After three rounds of EV transplantation, animals were amputated pre-pharyngeally. Animals transplanted with EVs isolated from *ovo* dsRNA-fed animals (*ovo* EVs, *n* = 4/5) were imaged 19 DPA, and *beta-catenin* dsRNA-fed animals (*beta-catenin* EVs, *n* = 10/12) were imaged on 10 DPA. Scale bars, 500 μm. (**D**) Heatmap showing the tissue-specific expression of *ago* gene across different cell types in nonirradiated regenerating planarian single-cell RNA sequencing data from Benham-Pyle *et al.* (*39*). (**E**) Representative images of *ago-1(RNAi), ago-2(RNAi)*, and *ago-3(RNAi)* animals. *n* = 10 animals per RNAi condition, Scale bars, 500 μm. (**F**) *ago-3(RNAi)* affects systemic RNAi. *ovo* dsRNA injection upon *ago-3(RNAi)* and *unc22(RNAi)*. When *unc22(RNAi)* produced no eye phenotype (8/9) after *ovo* dsRNA injection, *ago-3(RNAi)* failed to produce any eye phenotype (10/10). Images were taken 10 DPA. (**G**) Workflow to check dsRNA-derived siRNA association with EVs upon *ago* gene knockdown. (**H**) Small RNA sequencing quantification of *ovo* dsRNA-derived siRNAs associated with EVs after specific gene knockdowns. CPM, counts per million. Bars represent means, whiskers show 95% confidence intervals calculated as mean/−[1.96*SD/sqrt(*n*)] with *n* = 3, and *P* values are taken from a one-tailed *t* test against *unc-22(RNAi)*. *P* values: *ovo*, 0.011; *ago3*, 0.033. n.s., not significant.

The importance of RNA binding proteins (RBPs), such as ARGONAUTE, in sRNA sorting to EVs has been previously demonstrated in plants and parasitic nematodes (*52*–*54*). Therefore, we sought to determine whether the planarian *argonaute* genes *ago-1*, *ago-2*, and *ago-3* contribute to sRNA loading in EVs. Previous studies on *ago-2* in planarians have shown that disrupting this component of the RNA-induced silencing complex (RISC) leads to lethality. *ago-1* has failed to produce distinguishable defects after RNAi silencing, and *ago-3* remains understudied (*55*). Using available single-cell sequencing data (*39*), we attempted to define tissue-specific expression of *ago-1*, *ago-2*, and *ago-3* genes (Fig. 5D). The data indicate that *ago-2* and *ago-3* expression is enriched in stem cells whereas *ago-1* is not. We performed gene knockdown experiments to study the functions of *ago-1*, *ago-2*, and *ago-3* in planarians (Fig. 5E). All animals were fed every 3 days for a total of six times (Materials and Methods). *ago-1* (*n* = 10/10) and control-fed *unc-22(RNAi)* animals (*n* = 10/10) showed no defects 20 days after the last feeding, whereas *ago-2(RNAi)* animals (*n* = 10/10) lysed after two rounds of feeding. In contrast, *ago-3(RNAi)* animals survived but began to develop lesions soon after their last feed (*n* = 7/10) (Fig. 5E). To directly test *ago-3*’s role in systemic RNAi, we performed RNAi-mediated knockdown of *ago-3* followed by injection of gene-specific dsRNA (targeting *ovo*). In control animals, *ovo(RNAi)* leads to highly penetrant loss-of-eye phenotypes, consistent with effective systemic silencing (Fig. 5F). However, in *ago-3(RNAi)* animals, this phenotype was completely absent, despite receiving otherwise identical *ovo* dsRNA injections. This demonstrates that *ago-3* is required in recipients for gene-specific silencing by exogenous dsRNA.

Earlier, we showed that *ovo* siRNA molecules can be detected and quantified by sequencing EVs derived from *ovo* dsRNA-treated animals (Fig. 4, G and H). Therefore, we tested whether *ovo* siRNA numbers were altered in EVs obtained from *ago-1, ago-3*, and *piwi-1* RNAi backgrounds (Fig. 5F). 

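In this experiment, animals were first depleted of *ago-1*, *ago-3* or *piwi-1*, genes for Argonaute and Piwi proteins that bind small RNAs. Bacteria expressing the matching dsRNA were fed in liver paste, and *unc22*, a nematode gene with no target in planarians, served as the control. The results text gives 5 rounds of feeding and the methods 6. In vitro-synthesized *ovo* dsRNA was then given, animals were amputated 2 days after feeding, and EVs were collected 2 days after amputation. A group treated with *ovo* dsRNA is also in the series, so there are 5 groups (*unc22(RNAi)*, *ovo(RNAi)*, *ago-3(RNAi)*, *ago-1(RNAi)* and *piwi-1(RNAi)*) with 3 libraries each. Methods and labels give 500 animals per culture, and the legends of other dsRNA feeding experiments 800.
Counts per library summed to 10696645 to 26302953 in *unc22(RNAi)* (median 20923073), 8497025 to 20699131 in *ovo(RNAi)* (median 9373253), 12553274 to 33999863 in *ago-3(RNAi)* (median 12920541), 1448813 to 10037979 in *ago-1(RNAi)* (median 6375038) and 10710125 to 33236773 in *piwi-1(RNAi)* (median 18006522). In the deposited table, *unc22(RNAi)* replicate 2 lists its sequences as reverse complements, and *ovo(RNAi)* replicate 2 and *ago-3(RNAi)* replicate 3 hold sequences of both orientations. Of 3748 abundant reference sequences, 97.9% were seen reversed in *unc22(RNAi)* replicate 2, 42.7% in *ovo(RNAi)* replicate 2 and 18.0% in *ago-3(RNAi)* replicate 3, and at most 0.667% in the other 12 libraries. The 2 orientations of each sequence were therefore added together, sequences of 51 nt or longer were left out, and analysis was limited to the 628371 sequences that can be recovered from all 15 libraries. These hold 70.4% to 81.3% of the counts under 51 nt, and 86.0% to 92.8% of miRNA counts, in the 13 libraries of a single orientation.
The sequences of the dsRNAs are not given in the sources used here, so they were assembled from overlapping small RNAs of 19 to 25 nt that occur in the RNAi libraries and in none of the WT, HR and TR libraries. Apart from plasmid sequence, the 2 assembled sequences present in all 5 groups were taken as *ovo*. Only the first encodes zinc fingers of the OVO family. The second was assigned to *ovo* because it occurs in the same libraries. Small RNAs of the plasmid used for feeding also occur in all 5 groups, so this pattern alone does not identify the second as *ovo*. Relative to the first, the second was at 0.480 to 0.526 in *ovo(RNAi)*, 0.713 to 0.784 in *unc22(RNAi)* and 0.844 to 1.64 elsewhere. Values for *ovo* are sums of both unless the zinc-finger part is named. Each other assembled sequence was assigned to the target of the group in which it was found. siRNAs are sequences of at least 17 nt, with no upper limit below the 51-nt cut, that match an assembled dsRNA perfectly on either strand. Their CPM are relative to the counts of the recovered sequences, without TMM. Summed siRNAs were compared by exact permutation tests and single sequences by edgeR over the 139599 sequences that passed its filter.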

After five rounds of RNAi feeding of *ago* and *piwi-1* genes, we introduced in vitro–synthesized *ovo* dsRNA into the treated animals. We isolated secreted EVs from the media of each of the RNAi-treated conditions and subjected them to sRNA sequencing. To minimize variability arising from differences in input material, we carefully quantified total EV RNA and initiated library preparation using matched input amounts for all samples and conditions. This approach allowed for the most direct comparison possible in the absence of spike-in controls (table S6). 

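The size composition of the libraries differed between RNAi groups, which bears on any value given in CPM. Sequences of 20 to 24 nt made up 54.9% ± 6.12 of the counts between 17 and 40 nt in *unc22(RNAi)* (SD, n = 3 libraries), 46.2% ± 3.10 in *ovo(RNAi)*, 25.9% ± 19.8 in *ago-3(RNAi)*, 31.7% ± 23.4 in *ago-1(RNAi)* and 41.0% ± 18.7 in *piwi-1(RNAi)*. Sequences of 31 to 34 nt made up 30.8% ± 6.54, 41.7% ± 3.18, 61.3% ± 18.5, 53.8% ± 24.1 and 42.9% ± 19.2 in the same order. The spread between replicates was widest in the Argonaute and Piwi knockdowns, with miRNA shares from 3.47% to 27.3% in *ago-3(RNAi)* and from 11.1% to 35.9% in *ago-1(RNAi)*. Without a spike-in, CPM measure the composition of a library and not the amount of RNA per EV.
Apart from exact mature miRNA sequences and siRNAs, the 19-nt rRNA-like sequence CCCGACCTCAGATCAGATG led in *unc22(RNAi)* with 2.07% of counts and in *piwi-1(RNAi)* with 1.68%, and made up 0.340% in *ago-3(RNAi)*, 1.34% in *ago-1(RNAi)* and 1.29% in *ovo(RNAi)*. A form 1 nt longer, CCCGACCTCAGATCAGATGA, made up 1.49% in *unc22(RNAi)*. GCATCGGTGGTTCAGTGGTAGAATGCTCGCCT, a 32-nt form of the tRNA-like sequence, led in *ago-3(RNAi)* with 2.22%, in *ago-1(RNAi)* with 2.74% and in *ovo(RNAi)* with 2.05%, and made up 1.23% in *unc22(RNAi)* and 1.51% in *piwi-1(RNAi)*. AACCCTGTAGATCCGAGTTAGA, the first 22 nt of miR-10a-5p and so an isomiR of it, came second in *ago-3(RNAi)* with 0.602% and made up 1.36% in *unc22(RNAi)*. These shares have no test of their own.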

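*ovo* siRNAs were less abundant in EVs of *ago-3(RNAi)* animals than in EVs of *unc22(RNAi)* and *piwi-1(RNAi)* animals, by an amount that the spread within *ago-3(RNAi)* makes uncertain. They summed to 1146 ± 719 CPM in *ago-3(RNAi)* (SD, n = 3 libraries of 1868, 429 and 1141 CPM), 2550 ± 487 CPM in *unc22(RNAi)*, 2126 ± 1349 CPM in *ago-1(RNAi)*, 3178 ± 1083 CPM in *piwi-1(RNAi)* and 667 ± 71.6 CPM in *ovo(RNAi)*. The level in *ago-3(RNAi)* was 0.450 times that in *unc22(RNAi)* (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow, one-sided p = 0.05) and 0.361 times that in *piwi-1(RNAi)* (two-sided exact p = 0.1, one-sided 0.05). For the zinc-finger part alone the level in *ago-3(RNAi)* was 585 ± 425 CPM and that in *unc22(RNAi)* 1461 ± 272 CPM (two-sided exact p = 0.1). Against *ago-1(RNAi)* the sum was 0.539 times, with overlapping libraries (two-sided exact permutation p = 0.4, one-sided 0.2). Table S6 gives 0 reads over 40 nt for each *ago-1(RNAi)* library and such reads for each *ago-3(RNAi)* library. The reason is not stated in the sources used here, and this comparison cannot be separated from it. The ratio to *piwi-1(RNAi)* was 0.641 relative to counts of 20 to 24 nt (two-sided exact p = 0.1), 0.643 relative to miRNA counts (exact p = 0.2), 0.371 relative to the aligned reads of Table S6 (exact p = 0.3) and 0.540 with only siRNAs of 20 to 24 nt (exact p = 0.5). With only 20 to 24 nt the means were 799 CPM in *ago-3(RNAi)*, 1724 in *unc22(RNAi)*, 1024 in *ago-1(RNAi)*, 1480 in *piwi-1(RNAi)* and 643 in *ovo(RNAi)*. The part of each sum outside these lengths therefore differed between groups, and differences in the sums are not differences of siRNA-sized RNA alone.
Relative to *unc22(RNAi)*, *ovo(RNAi)* was lower by 1883 CPM (two-sided exact p = 0.1), while *ago-1(RNAi)* and *piwi-1(RNAi)* differed by −423 CPM and 628 CPM (two-sided exact permutation p = 0.8 and 0.4). As one summed entry in the edgeR fit, *ovo* siRNAs had a log2 fold change of −1.73 in *ago-3(RNAi)* against *unc22(RNAi)* (SE 0.85, adjusted p = 0.436), −0.81 against *ago-1(RNAi)* (SE 0.83, adjusted p = 0.690) and −2.00 against *piwi-1(RNAi)* (SE 0.86, adjusted p = 0.276). The direction turns with the denominator: *ago-3(RNAi)* was above *unc22(RNAi)* by 536 CPM relative to counts of 20 to 24 nt (two-sided exact p = 1) and by 906 CPM relative to miRNA counts (exact p = 0.8), and above *ago-1(RNAi)* by 94.2 CPM relative to the aligned reads of Table S6 (exact p = 0.8), while *ago-1(RNAi)* turned positive against *unc22(RNAi)* without *ago-1(RNAi)* replicate 1 (286 CPM) and on the first 2 of these denominators (2403 and 2661), and *piwi-1(RNAi)* turned negative when only siRNAs of 20 to 24 nt were counted (−245 CPM). On the first 2 denominators *piwi-1(RNAi)* was above *unc22(RNAi)* by 3522 and 5730 CPM, at 1.73 and 1.74 times the level (two-sided exact p = 0.1 for each, the smallest possible).

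**Figure D2:**
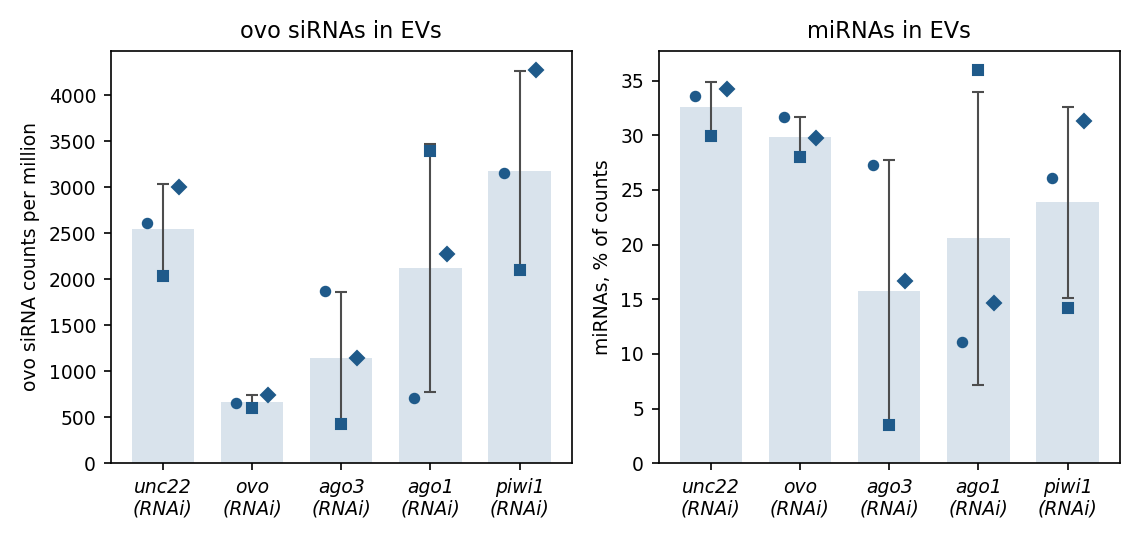
CPM of *ovo* siRNAs and percent of counts that are miRNAs, per library of each RNAi group. Bars are means, error bars the SD of 3 libraries, and circle, square and diamond mark replicates 1, 2 and 3. Within *ago-3(RNAi)*, the library of 429 CPM is also that with the lowest miRNA share, 3.47%; relative to miRNA counts the mean of *ago-3(RNAi)* lies above that of *unc22(RNAi)*.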

The experiments revealed a notable decrease in *ovo* dsRNA-derived siRNA levels in *ago-3(RNAi)* animals compared to *ago1* and *piwi1* knockdowns (Fig. 5G). As a control, we isolated sRNAs from whole animals to test whether the global processing of dsRNA into siRNAs was affected. Our data show no marked changes from the *ago-3(RNAi)* and *unc22* control (fig. S5C). We also examined the global depletion of distinct sRNAs in EVs following *ago-3(RNAi)*. Our analysis also reveals that the miRNA population was significantly reduced in sRNAs, apart from ovo dsRNA-derived siRNAs (fig. S5, D and E), whereas other populations remained unchanged. Moreover, we failed to detect siRNAs of nontarget genes in dsRNA-treated animals (fig. S5F). 

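The miRNA share was lower in EVs of *ago-3(RNAi)* animals than in EVs of *unc22(RNAi)* animals, while 0 of 64 single miRNAs passed the test. The test of single sequences had little power here. In simulated data it called 0% of abundant sequences changed 2 or 4 times. miRNAs made up 15.8% ± 11.9 of counts in *ago-3(RNAi)* (SD, n = 3 libraries) and 32.6% ± 2.32 in *unc22(RNAi)* (two-sided exact permutation p = 0.1, the smallest possible). Without *ago-3(RNAi)* replicate 1 the share in *ago-3(RNAi)* was 10.0%, and without replicate 2 it was 22.0%. The shares were 20.6% ± 13.4 in *ago-1(RNAi)* (exact p = 0.4), 23.9% ± 8.76 in *piwi-1(RNAi)* (exact p = 0.2) and 29.8% ± 1.81 in *ovo(RNAi)* (exact p = 0.2), each against *unc22(RNAi)*. The most abundant miRNA, lin-4-5p, was 215643 ± 67864 CPM in *unc22(RNAi)* and 60086 ± 52328 CPM in *ago-3(RNAi)*, a log2 fold change of −1.84 (SE 0.99, adjusted p = 0.509 from edgeR). miR-10b-5p had −1.50 (SE 0.85, adjusted p = 0.557), let-7a-5p −1.44 (SE 0.96, adjusted p = 0.765) and miR-277a-3p −1.42 (SE 0.88, adjusted p = 0.668). The 6 other most abundant miRNAs, miR-1175-3p, let-7b-5p, miR-190a-5p, bantam-b-3p, miR-31a-5p and miR-87c-3p, had −1.25, −1.07, −1.13, −1.41, −0.92 and −1.13 (adjusted p of 0.816 or more), and of these let-7b-5p, miR-190a-5p, miR-31a-5p and miR-87c-3p turned positive on miRNA counts alone (0.15, 0.11, 0.38 and 0.02). miR-124c-2-5p had −1.17 in *ago-3(RNAi)* (SE 0.82, adjusted p = 0.836) and −3.39 in *ago-1(RNAi)* (SE 0.89, adjusted p = 0.142).
Beside the 0 miRNAs that edgeR calls in *ago-3(RNAi)*, 5 had an unadjusted p under 0.05 and DESeq2 called 2 lower. In *ago-1(RNAi)*, *piwi-1(RNAi)* and *ovo(RNAi)* edgeR also called 0 (13, 0 and 0 at an unadjusted p under 0.05, and 2 lower, 0 and 0 by DESeq2). Adjusted over the 64 miRNAs alone, 0 passed in *ago-3(RNAi)*, 2 were lower in *ago-1(RNAi)*, and 0 passed in *piwi-1(RNAi)* and *ovo(RNAi)*. In *ago-3(RNAi)*, 63 of 64 log2 fold changes were below 0. All are measured in the same libraries and move with the miRNA share, so this restates the lower share. No member of the let-7, lin-4/miR-125, miR-10/100, miR-2/13, miR-71, bantam, miR-277, miR-87 and miR-36 families, the muscle and nervous system miRNAs or the miR-753/miR-754/miR-2156 group passed over all sequences in any of the 4 comparisons (0 by edgeR), and the miR-61 family was not tested. The miR-2/13 members tested here were miR-2a-2-5p and miR-2b-5p, and the muscle miRNA was miR-1b-3p. In WT, HR and TR they were miR-2b-3p, miR-13-3p and miR-133a-3p. Adjusted over the members of each family or group alone, 4 of 6 members of the miR-753/miR-754/miR-2156 group were lower in *ago-3(RNAi)*, and in *ago-1(RNAi)* 1 member was lower in each of the lin-4/miR-125, miR-10/100, miR-2/13, miR-36 and nervous system lists.
Without edgeR's filter on low counts, 38 miRNAs were lower in *ago-3(RNAi)*, 38 in *ago-1(RNAi)*, 6 in *piwi-1(RNAi)* and 10 in *ovo(RNAi)*. Scaled to miRNA counts alone, 2 were higher and 5 lower in *ago-3(RNAi)*, where the medians of the bantam, let-7, lin-4/miR-125, miR-10/100, miR-2/13, miR-71, muscle and nervous system lists turned positive (0.07, 0.15, 0.23, 0.09, 0.15, 0.32, 0.02 and 0.12), and 8 higher and 8 lower in *ago-1(RNAi)*, and without *ago-1(RNAi)* replicate 2, 8 were lower in *ago-1(RNAi)* over all sequences.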

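siRNAs of *unc22* were listed mainly in the group fed *unc22* dsRNA and at low levels in other groups. They summed to 9051 ± 1013 CPM in *unc22(RNAi)* (SD, n = 3 libraries) and reached 25.6 CPM in *ago-1(RNAi)* replicate 2, 21.7 CPM in *piwi-1(RNAi)* replicate 3, 6.91 CPM in *ago-3(RNAi)* replicate 1 and 0.701 CPM in *ovo(RNAi)*. siRNAs of the assembled *ago-3* sequence summed to 556 ± 473 CPM in *ago-3(RNAi)*, those of *ago-1* to 769 ± 737 CPM in *ago-1(RNAi)* and those of *piwi-1* to 3274 ± 2509 CPM in *piwi-1(RNAi)*. These means depend on single libraries, with 323 CPM for *ago-3* without *ago-3(RNAi)* replicate 1, 345 CPM for *ago-1* without *ago-1(RNAi)* replicate 2 and 1864 CPM for *piwi-1* without *piwi-1(RNAi)* replicate 3. The sequences were assembled from these same libraries, without small RNAs that share 16 nt with a WT, HR or TR library, and were assigned to a target by the group in which they were found. The presence of siRNAs in their own group, and their absence from other groups and from WT, HR and TR libraries, is therefore not an independent test. Relative to counts of 20 to 24 nt the levels were, in CPM, 1918 in *ago-3(RNAi)*, 2212 in *ago-1(RNAi)*, 7624 in *piwi-1(RNAi)* and 17122 in *unc22(RNAi)*.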

In conclusion, our study provides evidence that EVs transport functionally active dsRNA-derived siRNAs across tissues, with *ago-3* playing a crucial role in the functional association of active dsRNA-derived siRNAs with EVs.

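Among the sequences that edgeR called in EVs of *ago-3(RNAi)* animals, siRNAs of the control's dsRNA were the largest class assigned here. Of 139599 sequences tested, 26 were higher and 383 lower in *ago-3(RNAi)* than in *unc22(RNAi)* at an adjusted p under 0.05 from edgeR, and 241 of those lower are *unc22* siRNAs, which only the control group was fed. Of the 383, 293 are 20 to 24 nt long. Among the 26 higher are 3 *ago-3* siRNAs. In *ago-1(RNAi)*, 17 were higher, 9 of them *ago-1* siRNAs, and 704 lower, 233 of them *unc22* siRNAs. In *piwi-1(RNAi)*, 166 were higher, 63 of them *piwi-1* siRNAs, and 961 lower, 271 of them *unc22* siRNAs and 575 of them 31 to 34 nt long. In *ovo(RNAi)*, 13 were higher and 760 lower, among them 252 *unc22* and 26 *ovo* siRNAs. No *ovo* siRNA was among the single sequences called in *ago-3(RNAi)*. In simulated data for this comparison, 0% of abundant sequences changed 2 or 4 times were called. The summed *ovo* siRNAs stood at 0.450 times the level of *unc22(RNAi)*, so a fall of that size in single sequences would probably go uncalled.
DESeq2 called 322 higher and 1526 lower in *ago-3(RNAi)*, of which at most 617, the number tested, can be *unc22* siRNAs. The edgeR counts fall when a library is left out, to 171, 218 and 187 in both directions without *unc22(RNAi)* replicate 1, 2 or 3 and to 262 without *ago-3(RNAi)* replicate 3. In *ago-1(RNAi)* they were 210, 268 and 231 without *unc22(RNAi)* replicate 1, 2 or 3 and 1417 and 3212 without *ago-1(RNAi)* replicate 2 or 3, in *piwi-1(RNAi)* 456 to 709 and in *ovo(RNAi)* 424 to 497 whichever of the 6 libraries was left out. The median log2 fold change of all sequences was 0.20 in *ago-3(RNAi)*, −0.65 in *ago-1(RNAi)*, 0.06 in *piwi-1(RNAi)* and −0.09 in *ovo(RNAi)*, and 0.84, 0.05, 0.31 and 0.27 by library totals. The paper concludes that its work gives evidence for EVs that carry active siRNAs between tissues, and that *ago-3* is crucial for a functional association of siRNAs with EVs.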

### Cultured planarian cells uptake purified EVs

We sought to determine whether purified EVs could be taken up by cultured planarian cells. For our tests, we used sorted X1FS from whole animal macerate. X1FS cells were incubated with membrane-stained EVs for 16 hours and subjected to confocal microscopy. We used spectral imaging and linear unmixing to eliminate background noise and autofluorescence. The results show intracellular EV localization, with orthogonal images confirming labeled EV uptake (Fig. 6A). To test whether EVs taken up by cells could deliver their cargo, we purified EVs from *piwi-1(RNAi)*–treated animals. We selected this gene because planarian stem cells are enriched in *piwi1* expression, yet knocking down this transcript does not produce detectable phenotypes (*56*) and would not be expected to alter the viability of X1FS cultured cells. We treated freshly sorted X1FS cells with EVs isolated from *piwi-1(RNAi)* animals (Fig. 6B). X1FS cells were maintained in culture for 4 days, and fresh EVs were added every 2 days. EVs from *unc-22*–treated animals served as controls. After 4 days, the cells were fixed and stained for *piwi-1* and *piwi-2* as control for RNAi specificity using HCRv3. Quantification of *piwi-1* signal mean intensity revealed a significant decrease (*P* = 0.015) in *piwi-1* transcripts in cells treated with *piwi-1(RNAi)*–derived EVs (Fig. 6, B and C). We also observed a subtle difference (*P =* 0.6) in *piwi-2* transcripts in these cells (Fig. 6D). As an additional control, X1FS cells were isolated from *piwi1(RNAi)* animals, showing a similar normalized mean intensity signal to the cells cultured with EVs (Fig. 6, C and D). These findings highlight the potential of EVs as an intercellular communication mechanism in planarian biology, demonstrating their ability to effectively transport and deliver functional RNA molecules to target cells.

**Fig. 6.**
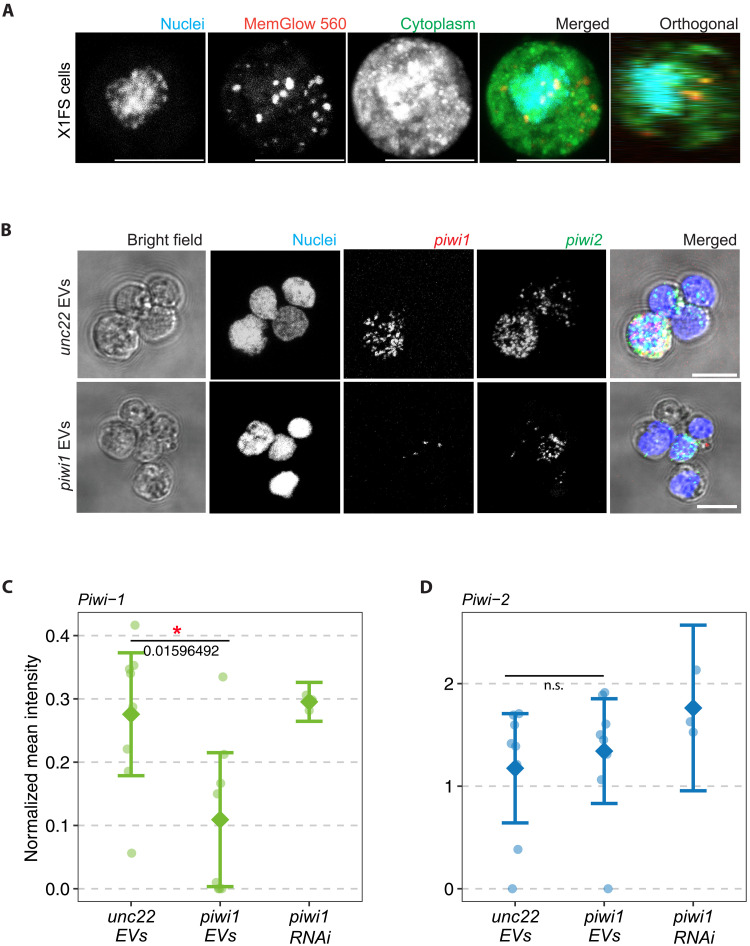
Planarian X1FS stem cells uptake labeled EVs. (**A**) Membrane-labeled planarian EVs can fuse with planarian X1FS cells. X1FS cells were labeled with CellTracker Green live stain. EVs were labeled with an EV membrane stain before addition to the culture media, and nuclei were costained with Hoechst 33342. Scale bars, 10 μm. (**B**) *piwi-1* knockdown on X1FS cells using EVs harvested from *piwi-1(RNAi)* animals. EVs were isolated from 500 animals after two rounds of RNAi feeding. Purified EVs were added to X1FS cells (150,000 cells per well) and cultured at 20°C, 5% CO_2_ for 3 days. The cells were fixed using 4% PFA, and HCR was performed. X1FS cells were stained for *piwi-1* and *piwi-2* using HCR probes. *piwi-2* HCR was performed to show the specificity of EV-mediated RNAi. (**C** and **D**) Box plot represents the mean intensity of one field of view of cells from the HCR in situ; points are technical replicates, whiskers indicate a 95% confidence interval for the mean derived from a one-sample *t* test, and *P* values come from a two-sample *t* test against worms incubated with EVs from *unc22(RNAi)* worms. X1FS cells from *piwi-1(RNAi)* animals were used as a negative control. *, significant; n.s., not significant.

## DISCUSSION

Our study provides evidence for the functional importance of EVs in planarian biology, particularly in the context of regeneration and intercellular communication. Our data also revealed that planarian EV production is dynamically regulated in response to environmental stressors, suggesting a role for these vesicles in adaptive responses. In addition, we have shown that planarians, like other organisms, secrete EVs that conform to established size and morphological criteria (*57*) (Fig. 7A). The presence of CD9 and CD63 markers on these vesicles further supports their identity as EVs, aligning with observations in other species (*35*, *58*). However, future studies involving RNAi-mediated knockdown of planarian CD9/CD63 orthologs followed by immunoblotting and immunofluorescence will be required to further confirm these findings.

**Fig. 7.**
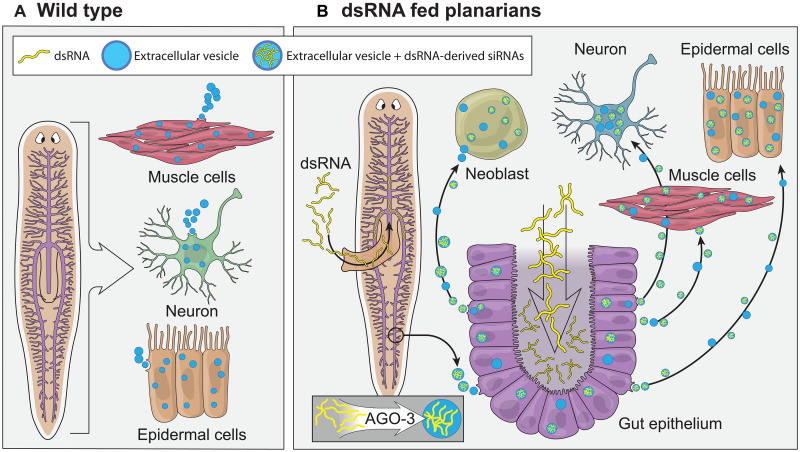
Planarian cells make EVs. (**A**) Planarian cells produce EVs. (**B**) Upon dsRNA ingestion (yellow), dsRNA is broken down to siRNAs (small yellow fragments). With the help of AGO-3, EVs transport dsRNA-derived siRNAs from one cell type to another, aiding systematic RNAi.

### EV biogenesis genes are evolutionarily conserved in planarians

The identification and characterization of 32 planarian homologs of genes involved in EV production in other species (including 26 mammalian homologs) indicate that EV biogenesis appears to be evolutionarily conserved in planarians. These genes include ESCRT proteins, which have been shown to play key roles in EV biogenesis across a wide range of organisms, from bacteria to humans (*38*, *59*, *60*). Knockdown experiments using RNAi demonstrated that perturbing the expression of the 32 homologs identified genes modulated EV production. Of the 32 homologs identified, only 11 yielded detectable phenotypes (Fig. 2D and fig. S2B). For the remaining genes, we failed to observe RNAi phenotypes, suggesting either redundancy or limitations in RNAi efficacy. NTA confirmed altered EV production under these 11 RNAi-silenced conditions, likely due to inefficient vesicle production or tissue damage (Fig. 2E). The high degree of conservation in EV biogenesis mechanisms underscores the critical role of EVs in animals in general and in planarian tissue maintenance and regeneration in particular. Our findings reveal biological contexts for investigating the connection between EV production and tissue homeostasis, as well as regenerative processes. Although the mechanisms of EV biogenesis and secretion are not yet fully understood, the experimental accessibility of EV biogenesis and function in planarians provides opportunities to understand EV-related processes across different species. This could potentially inform future studies on tissue regeneration and homeostasis in organisms like vertebrates.

### Distinct biomolecules associate with small and large EVs

Our comprehensive proteomic and small RNA analyses of planarian EVs revealed a complex and diverse collection of biomolecules. The study identified 3312 proteins across samples, such as the EV biogenesis protein CHMP2A. We also uncovered distinct profiles for large and small EVs. For example, small EVs were enriched in transport molecules and canonical EV markers like tetraspanins, and flotillin1, whereas large EVs had more cytoskeletal (e.g., actin and tubulin) modifiers (*17*, *20*). Moreover, the presence of various RNA species, including miRNAs, tsiRNAs, and piRNAs, in planarian EVs is particularly intriguing. Future experiments incorporating permeabilization will provide better resolution of sRNAs packaged inside the EVs. This remarkable diversity and specificity of biomolecules found associated with planarian EVs suggest a sophisticated intercellular communication system that may be crucial in orchestrating complex biological processes such as regeneration and physiological turnover.

The distinct protein profiles observed in large and small EVs, along with the differential enrichment of RNA species in EVs derived from regenerating head and tail tissues, point to a highly regulated and context-dependent mechanism of EV biogenesis and specialization. This tailored approach to EV content based on physiological state implies that planarians may have a highly regulated system for transmitting molecular information between cells. This type of regulation may potentially allow precise coordination of cellular behaviors during tissue regeneration and physiological conditions. Such a system could enable dissemination of regenerative signals throughout the organism and may be, in part, responsible for the remarkable regenerative capabilities observed in planarians.

### EVs as mediators of RNAi

One of the most notable findings of this study is the role of EVs in gene silencing. In other organisms such as *C. elegans*, EVs have been shown to serve as a potential carriers for endogenous RNAs and to carry out interspecies RNA communication (*61*). RNAi has been used in planarians for more than two decades to silence gene expression (*32*, *62*, *63*), but little is known about the way in which RNAi works systemically in these organisms. We observed a significant increase in EV production following dsRNA ingestion, and high-throughput small RNA sequencing of EVs isolated from RNAi-fed animals revealed the presence of dsRNA-derived siRNAs (Fig. 4, C and C′). When digoxigenin-labeled dsRNA was fed to planarians, single-particle EV imaging showed that most digoxigenin-labeled RNAs appear to reside inside the vesicles (Fig. 4, E and F). Permeabilized EVs showed a higher percentage of RNA positivity compared to nonpermeabilized ones, indicating that most RNAs are encapsulated within EVs. Moreover, permeabilized EVs were less affected by RNase treatment, further supporting that RNAs are likely and predominantly carried as cargo inside EVs. Transplantation of EVs from dsRNA-fed planarians into healthy animals elicited RNAi responses, leading to specific gene knockdowns (Fig. 5, B, B′, C, and C′). The uptake of EVs by planarian cells was confirmed using confocal microscopy, showing internalization and gene knockdown effects in cells treated with *piwi-1(RNAi)*–derived EVs (Fig. 6, A to C). However, a direct comparison of uptake and RNAi efficiency between exogenous dsRNA and RNAi-derived EVs would display the potential ability of EV-mediated RNA transfer. Overall, our study suggests that EVs can serve as carriers for dsRNA-derived siRNAs. Thus, the ability of EVs to deliver functional RNAi molecules across tissues represents a previously undiscovered mechanism for systemic gene silencing in planarians. This discovery not only sheds light on the efficiency of RNAi in these organisms but also suggests potential applications for targeted gene manipulation in regenerative studies.

### Role of Argonaute proteins in EV-mediated siRNA transport

In planarians, the function of *ago-1* remains uncertain, whereas *ago-2* is essential for viability (*64*) and presumably for miRNA-based RISC. Our work uncovers a role for planarian *ago-3* in modulating siRNA packaging into EVs (Fig. 7B). 

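Taken against all 9 libraries of the other fed groups (*unc22(RNAi)*, *ago-1(RNAi)* and *piwi-1(RNAi)*), the 3 libraries of *ago-3(RNAi)* had fewer *ovo* siRNAs. The mean of the 9 libraries was 2618 ± 1009 CPM (SD), and *ago-3(RNAi)* differed from it by −1472 CPM, at 0.438 times the level (exact permutation test, two-sided p = 0.0455, one-sided p = 0.0273). The lower level was in all 3 *ago-3(RNAi)* libraries relative to that mean, and 1 of the 9 other libraries, *ago-1(RNAi)* replicate 1 at 708 CPM, lay below 2 of them. Leaving out any single library gave p of 0.00606 without *ago-1(RNAi)* replicate 1, 0.182 without *ago-3(RNAi)* replicate 2 and 0.0545 to 0.0909 without any other (two-sided exact permutation test), so the call holds in 1 of these 12. It was also lost relative to counts of 20 to 24 nt (p = 0.35), relative to miRNA counts (p = 0.436), relative to the aligned reads of Table S6 (p = 0.368), with only siRNAs of 20 to 24 nt (p = 0.259) and for the zinc-finger part (p = 0.0545, exact permutation test for each). In edgeR the adjusted p was 0.271. The permutation test treats the 9 libraries as draws from 1 population. Their groups differed, with 2550 ± 487 CPM in *unc22(RNAi)*, 2126 ± 1349 CPM in *ago-1(RNAi)* and 3178 ± 1083 CPM in *piwi-1(RNAi)*. In Table S6 each *ago-1(RNAi)* library and *unc22(RNAi)* replicate 2 have 0 reads over 40 nt, unlike the *ago-3(RNAi)* libraries.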

Knockdown of *ago-3* resulted in a significantly lowered abundance of dsRNA-derived siRNAs associated with EVs (Fig. 5G). These results suggest a role for AGO-3 in the association of siRNAs with EVs. Planarians have three AGO proteins: AGO-1, AGO-2, and AGO-3. AGO-2 is associated with miRNA biogenesis, and *ago-2(RNAi)* is lethal to planarians. Knockdown of *ago-1* fails to produce any noticeable phenotypes even after extensive feeding (*55*), whereas *ago-3(RNAi)* results in lesions in the animals. Studies on plant EVs have shown AGO-1 and other RBPs to play a crucial role in associating sRNAs with EVs (*52*). An extracellular form of AGO (WAGO) was also shown to be involved in modulating the siRNA composition of EVs in parasitic nematodes (*54*). In fission yeast, AGO-1, in association with CID14 and CID16, maintains RNA surveillance and prevents uncontrolled endogenous gene silencing (*65*). Identifying planarian *ago-3* as an important player in the association of siRNAs with EVs provides important mechanistic insights into this process. Upon *ago-3(RNAi)*, no disruption of the global small RNA processing was observed, but we detected a noticeable decrease in the association of dsRNA-derived siRNA with EVs (Fig. 5G and fig. S5C). Although *ago-3* is genetically required for the EV-mediated silencing effect, proteomic analyses failed to detect AGO-3 in EVs, suggesting that AGO-3’s critical function may precede EV export, potentially by initiating or facilitating the generation, selection, or stable loading of siRNA cargo into vesicles for subsequent transfer. The differential roles of *ago-2* and *ago-3* in planarian biology, combined with EV-mediated siRNA transport, highlight the complexity of RNA regulatory mechanisms in these organisms. Further studies on the interplay between Argonaute proteins and EV biogenesis genes (e.g., ESCRT components) using alternative strategies such as tissue-specific, partial, or temporally controlled knockdown are the critical next steps to elucidate the function of RBPs and EVs. These studies could reveal new aspects of gene regulation in homeostasis and regeneration.

Extensive research on EVs across diverse biological systems has revealed their multifaceted roles in intercellular communication and physiological processes. From cancer progression (*22*) to microbial interactions (*59*, *60*), EVs have emerged as crucial mediators of information transfer capable of reprogramming cellular states and influencing cellular microenvironments. The discovery of EV-mediated siRNA transport and the involvement of *ago-3* in planarians sheds light on gene regulation mechanisms in these organisms and opens avenues for exploring EV functions across species. As the intricacies of EV biogenesis, cargo selection, and fate in living systems are resolved, it may be possible to harness the potential of EVs as highly adaptable tools for manipulating biological systems, particularly in regenerative biology and medicine. The ability to manipulate EV content and cellular targets presents exciting possibilities for developing strategies to reshape normal and abnormal biological processes. The proposed working model suggests that all cells in planaria are capable of making EVs, but this has yet to be experimentally determined. Future research focusing on EV-mediated communication in natural habitats and across species boundaries promises to deepen our understanding of ecological interactions and evolutionary processes, potentially revolutionizing our approach to studying and manipulating biological systems.

## MATERIALS AND METHODS

### Planarian husbandry

Asexual *S. mediterranea* (clonal line CIW4) animals were maintained at 20°C in 1x Montjuic water in Ziploc containers (*32*). Animals sized 4 to 6 mm were fed every other week with beef liver paste. Water was changed every second day after feeding. Animals were starved for a week before performing experiments.

### EV isolation and concentration

Five hundred asexual planarians, 4 to 5 mm long, were cultured in Ziploc containers in 0.1 μ filtered Montjuic water without antibiotics. The animals were cultured at 20°C for 2.5 days. Conditioned Montjuic water was collected and centrifuged at 3000*g* for 10 min. The supernatant was collected and centrifuged at 10,000*g* for 15 min. The supernatant was transferred to a new tube and spun at 15,800*g* for 30 min to obtain a pellet of large EVs. The supernatant was collected and transferred to a 100-kDa cutoff Amicon filter tube. The tube was spun at 3000*g* for 15 min to concentrate the supernatant to 4 ml as per the manufacturer’s instruction. The concentrate was then transferred to a 4-ml ultracentrifuge tube and subjected to 120,000*g* for 90 min to obtain a pellet of small EVs.

### EV isolation by Izon qEV columns

EVs were isolated according to the column manufacturer’s instructions. Briefly, column performance was monitored by the timing of the flow-through of wash buffer fully through the column. The small EV pellet from ultracentrifugation was resuspended in 400 μl of 1X phosphate-buffered saline (PBS). This was loaded into the qEV column, followed by adding 200 μl of PBS aliquots until the collection was finished. As recommended, we avoided the first 1 ml of fluid that elutes from the qEV column. We then collected the subsequent 600-μl EV fractions. The EV fractions were then concentrated by ultracentrifugation (110,000*g* for 1 hour) and resuspended in 30 μl of PBS.

### Nanoparticle tracking analysis

As previously described, NTA was performed to determine particle size and concentration [Hung *et al.* (*66*)]. Briefly, EV fractions were diluted in PBS from 1:50 to 1:1000 for different samples and analyzed using the NanoSight LM10 instrument (Nanosight, Salisbury, UK). Samples were captured in four 60-s videos. Data were collected at 25°C, with the camera level at 11. Data analysis was performed using NTA version 2.3 (*66*).

### EV negative staining and immunoelectron microscopy

Five microliters of the diluted EV pellet was placed on an EM grid and incubated for 2 min. After removing the excess solution, the grid was stained with a drop of 2% uranyl acetate (UA) for 2 min. Excess UA was wicked away using filter paper, and the grid was left to air dry. The samples were then examined and imaged with a Thermo Fisher Scientific Talos 200-kV transmission electron microscope. For immunoelectron microscopy, fixed EVs were blocked using 1% bovine serum albumin (BSA), followed by 1 hour of primary antibody incubation. Excess antibodies were washed away using blocking solution. Primary antibodies were detected by 6-nm Colloidal Gold Donkey Anti-mouse IgG. Purified Mouse Anti-Human CD9 primary antibodies were purchased from BD Pharmingen (555370), and mouse Anti-Human CD63 antibodies were purchased from Invitrogen (10628D).

### MemGlow staining for EV uptake assay

Fluorescence-activated cell sorting (FACS) was performed as described by Wagner *et al.* (*48*). A total of 5 × 10^5^ X1(FS) cells were sorted and plated into a PerkinElmer 384-well glass-bottom dish. Postsorting, the cells were stained by CellTracker Green per the manufacturer’s instructions. Purified EVs were stained with 200 mM MemGlow 560 for 1 hour at room temperature (RT). To remove excess stain, the labeling mixture was subjected to 100-kDa ultrafiltration. The concentrate was diluted again by 1x PBS and ultracentrifuged at 120,000*g* for 1 hour. The labeled EVs (3.4 μg/ml) were resuspended in 100 μl of 1x PBS. One microliter of labeled EVs was added to sorted X1(FS) cells and imaged overnight on an LSM 980 confocal microscope using a 63x oil immersion objective.

### Gene cloning

Cloning to produce constructs for RNAi and in situ hybridization was performed as described previously [Benham-Pyle *et al.* (*39*)]. Genes of interest were targeted by primers generated by Primer 3 (https://primer3.ut.ee) against the Sánchez Alvarado Lab transcriptome. These primers were designed to amplify fragments 40 to 600 bp in size from planarian cDNA, and the primers were modified for Gibson Assembly by the addition of 5′ sequences homologous to the pPR-T4P RNAi vector. Purified polymerase chain reaction (PCR) fragments were assembled with prepared vector and transformed directly into the *Escherichia coli* strain HT115, which facilitates efficient expression of dsRNA. Clones were validated by Sanger sequencing before use.

### dsRNA synthesis, labeling, and imaging

For dsRNA synthesis, gene of interest was cloned into a vector with T7 bacteriophage promoter sequence overhangs. The MEGAscript RNAi Kit was used to prepare dsRNA for feeding as per the manufacturer’s description. For dsRNA labeling with digoxigenin, the Digoxigenin-11-UTP kit was purchased from Sigma-Aldrich and mixed with the UTP from MEGAscript RNAi Kit to match the same concentration as other nucleosides. dsRNA synthesis and labeling were performed as per the manufacturer’s description. For dsRNA detection in whole animals, planarians were injected with digoxigenin-labeled dsRNA and, after 24 hours, fixed and coronally sectioned into 10-μm slices. Anti-digoxigenin antibody procured from Roche was used for detection.

### RNAi feeding

Unless otherwise specified, worms were fed dsRNA-expressing bacteria mixed with beef liver paste every 3 days for three RNAi feedings. For functional knockdown of *ago* genes and *piwi1*, planarians were fed every 3 days for six RNAi feedings. After respective RNAi feedings, animals were screened for phenotypes. dsRNA feeding was performed as mentioned in (*62*). Feeding digoxigenin-labeled dsRNA and unlabeled dsRNA yielded similar RNAi effects.

### Scrambled dsRNA sequence

A 377-bp scrambled sequence was designed, in vitro synthesized, and cloned into a pUDCIT vector from IDT. RNAi was performed as mentioned in (*62*). Briefly, 1000 planarians were fed with a liver solution containing digoxigenin-labeled dsRNA (20 μg). Small EVs were isolated from these animals, as mentioned previously.

Scramble sequence: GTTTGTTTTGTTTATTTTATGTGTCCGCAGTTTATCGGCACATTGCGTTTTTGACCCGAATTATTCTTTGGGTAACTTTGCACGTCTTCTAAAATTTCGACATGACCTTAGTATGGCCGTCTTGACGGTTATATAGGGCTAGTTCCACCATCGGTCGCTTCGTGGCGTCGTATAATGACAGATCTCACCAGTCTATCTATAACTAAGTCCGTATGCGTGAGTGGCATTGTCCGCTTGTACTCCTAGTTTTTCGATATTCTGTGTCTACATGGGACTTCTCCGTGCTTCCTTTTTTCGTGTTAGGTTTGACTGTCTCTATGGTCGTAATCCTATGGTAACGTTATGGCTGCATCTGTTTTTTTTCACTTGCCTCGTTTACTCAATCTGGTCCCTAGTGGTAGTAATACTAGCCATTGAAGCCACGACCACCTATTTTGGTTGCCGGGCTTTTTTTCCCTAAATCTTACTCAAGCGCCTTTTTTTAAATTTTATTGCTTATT.

### dSTORM imaging

Small EV samples were prepared for dSTORM microscopy according to the ONI EV Profiler 2 Kit. Briefly, 10^10^ to 10^11^ small EVs were captured on the chips via PS capture molecules. After fixation with 4% paraformaldehyde (PFA; reagent provided in the kit), small EVs were incubated for 1 hour at RT with fluorescently labeled PanEV membrane stain (488 nm), anti-CD63/CD81/CD9 (561 nm), and anti-digoxigenin (1.89 μg/ml, 640 nm). Permeabilization (reagent provided in the kit) and RNase treatment (1 mg/ml for 30 min, RT) were performed after fixation before antibody incubation. Antibodies and stains were prepared according to the ONI EV Profiler 2 Kit protocol, and samples were washed before postfixation with 4% PFA and then mounted using dSTORM imaging buffer. Images were acquired on the ONI Nanoimager using three laser channels (488, 561, and 640 nm) with a 100× magnification, 1.45–numerical aperture (NA) objective lens (field of view size = 50 μm by 80 μm) and analyzed using CODI software.

### Poisson rate test calculation

A Poisson rate test was used to calculate the dsRNA signal in nonpermeabilized EVs as a percent of the dsRNA signal in permeabilized EVs. This “nonpermeabilized” signal is the estimation for the proportion of dsRNA outside the EVs, whereas the remainder (100% minus nonpermeabilized %) is dsRNA encapsulated as cargo within EVs. Ten percent of the total (permeabilized) signal is present without permeabilization, so about 10% of the RNA+ EVs have RNA accessible from the exterior. Then, we use the value 1 − 0.1 = 0.90(100) to estimate that 90% of RNA is inside EVs. We use the same calculation on the 95% confidence interval from the Poisson test for the confidence interval on the plot.

### EV permeabilization and injection

EVs isolated from dsRNA-fed animals (*ovo* EVs, 1.07 μg/μl; *beta catenin* EVs, 0.9 μg/μl) and transplanted post-pharyngeally using a Drummond nanoject II injector. The EV pellet was resuspended in 50 μl of 1X PBS. EVs were transplanted (207 nl) every day for 3 days, which was equivalent to the yield from ~5 to 10 planarians, and amputated above the pharynx on the fourth day. From small RNA sequencing analysis, we determined that (~0.3%) of total EV small RNA in WT is specific to *ovo* siRNAs (Fig. 5G). On the basis of RNA yield per planarian and injection volume, we estimate that each EV injection delivers ~15 to 18 ng of total EV RNA, corresponding to ~27.9 to 33.5 pg of *ovo* siRNA. By contrast, direct injection of *ovo* dsRNA delivers orders of magnitude more template RNA, resulting in a substantially higher effective siRNA dose after processing. For the EV permeabilization followed by transplantation experiment, EVs were treated with Triton X-100 (0.1%) for 5 min at RT and repurified using ultracentrifugation.

### In situ hybridization

Planarians were fixed using a carboxylic acid protocol for whole-mount in situ hybridization (*67*). Samples were cleared overnight using SCALE A2 solution and mounted on glass slides the following day.

### Fluorescent in situ hybridization and analysis

Sorted X1FS cells were plated in a glass-bottom 96-well plate and allowed to rest for 4 days. One microgram of freshly isolated EVs was added to the dishes (piwi1 EVs at 0.51 μg/μl and unc22 EVs at 0.77 μg/μl). EVs were supplemented to the media every second day. On the fourth day, cells were fixed with 80% methanol and stored overnight at 4°C. Hybridization chain reaction (HCR) was performed as described in Molecular Instruments protocols for generic cells on a slide using probes *piwi-1* (GenBank ID DQ186985.1) and *piwi-2* (wormbase ID h1SMcT0019482.1) in the B1 and B2 amplifiers, respectively. The B1-AlexaFluor647 and B2-AlexaFluor488 hairpins were used for gene detection, and lastly, 4′,6-diamidino-2-phenylindole (DAPI; 0.2 mg/ml) solution was stained for all nuclei. Cells were imaged in PBS with a Zeiss 980 confocal microscope with a 63x, 1.4-NA objective using optimal settings for the dyes chosen. At least three regions were imaged per condition, including a negative HCR control. Image analysis was completed in Python 3.9. The cellpose cyto model (Pachitariu and Stringer, 2022) was used to segment maximum projections of nuclei of the X1FS cells and then expanded by 3 pixels to find the mean intensity of the *piwi-1* and *piwi-2* channels in the cells. After intensity normalization, a common threshold was chosen to determine which cells were positive for gene expression.

### One-Tip proteomics sample preparation

Lysis and digestion of EVs for proteomics analysis was carried out using the EvoTip “One-Tip” sample protocol as published [Ye *et al.* (*40*)]. Briefly, EvoTips were prepared according to vendor instructions, including rinsing with 20 μl of Solvent B (0.1% formic acid in acetonitrile), conditioning with isopropanol, and equilibration with 20 μl of Solvent A (0.1% formic acid in water). Next, 5 μl of 2x lysis and digestion buffer [0.2% *n*-dodecyl-β-d-maltoside (DDM), 100 mM triethyl ammonium bicaarbonate (TEAB), trypsin (20 ng/μl), and Lys-C (10 ng/μl)] were manually added to the prepared EvoTip. EVs isolated as described above were resuspended in PBS, and 5 μl (equivalent to EVs from 15 animals) of EVs/PBS was added to the lysis and digestion buffer. Samples were briefly centrifuged (10 s, 50*g*) and incubated at 37°C in an EvoTip box with Solvent A in the bottom. After 4 hours of digestion, 50 μl of Solvent A was added to each tip and centrifuged for 1 min at 800*g*, followed by two washes with 100 μl of Solvent A. Tips were then filled with 200 μl of Solvent A and stored at 4°C until acquisition.

### Liquid chromatography–tandem mass spectrometry

Samples (*n* = 3, technical replicates) were analyzed by liquid chromatography–mass spectrometry (LC-MS/MS) on a Bruker timsTOF flex MS coupled to an Evosep One HPLC system. LC was performed using the standard Evosep Whisper 40 SPD (31-min gradient) LC methods and a commercial analytical column (ionopticks Aurora Elite CSI, 15 cm by 75 μm) with the Bruker CaptiveSpray source. MS/MS data were acquired using timsControl (v.5.0) using default DIA with parallel accumulation and serial fragmentation (“DIA-PASEF–long gradient”) methods. Briefly, parameters used included positive ion polarity, trapped ion mobility spectrometry (TIMS) set to “On,” 100-ms ramp and accumulation time, and capillary voltage at 1500 V. DIA-PASEF windows covered a scan range of 400 to 1201.0 *m/z* (mass/charge ratio), and a mobility range from 0.6 to 1.60 1/*K*_0_, with a 1.8-s cycle time, and collision energy ramping from 20 eV at 1/*K*_0_ = 0.6 to 59 eV at 1/*K*_0_ = 1.60. Windows were 26-Da wide with 1-Da overlap, with 32 steps per cycle.

Raw data (Bruker.d) were converted to HTRMS format using the HTRMS Converter (v19.0, Biognosys) and searched using Spectronaut (v.19) using directDIA+ (deep) methods against a FASTA database containing 36,755 proteins including 426 common contaminants. Relevant parameters for the Pulsar search settings included specification of Trypsin/P + LysC/P for enzymes, acetyl (protein N-term) and oxidation (M) as variable modifications, 0.01 FDR control at the PSM, and Peptide and Protein level for identification. DIA analysis settings included 0.01 cutoffs for Precursor and Protein (both Experiment and Run) *Q* value and PEP, with exclusion of single hit proteins. Quantification was performed at the MS2 level using peak area. Spectronaut search results were exported at the peptide level using the report format for MS-DAP (*68*). Normalization and differential expression analysis were performed using the msdap R package (v1.0.8) in R (v4.4.1). Peptides were filtered to require identification and quantification in all three samples per group, with a minimum of two peptides per protein. Data were normalized using a combination of variance stabilizing normalization (VSN) with protein-level mode-between [norm_algorithm = c(“vsn”, “modebetween_protein”)], and differential expression was performed using DEqMS withing MS-DAP, with by-contrast filtering enabled (filter_by_contrast = TRUE). All other parameters used their default settings. For visualizations and GO analyses, significant hits were defined as proteins with absolute log_2_FC values greater than 1.0 (at 1% FDR) from DEqMS results or proteins identified from MS-DAP differential detection (DD) results with an absolute *z*-score greater than 4.0. For volcano plot visualizations, DD proteins used the log_2_FC values calculated by MS-DAP, and *q* values were set to the minimum *q* value for DE proteins in the plot. The mass spectrometry dataset generated for this study is available from the MassIVE data repository using the identifier MSV000097862.

### Small RNA library preparation

The EV pellet was resuspended in 1X PBS and was treated with RNase A (0.05 μgg/μl) for 30 min at RT. EVs were repurified, and total RNA was isolated using the mirVana miRNA Isolation Kit (Invitrogen). Total RNA input was normalized to the lowest sample concentration. Libraries were made according to the manufacturer’s directions for the TruSeq Small RNA Sample Preparation Kit (Illumina, RS-200-0012). First, 5′ and 3′ small RNA adaptors were ligated to the RNA and ligated products were reverse transcribed using the Superscript II Reverse Transcriptase (Invitrogen). The reverse transcription products were labeled and amplified by performing 13 cycles of PCR. Libraries were then resolved and excised from a 6% polyacrylamide gel (Invitrogen). Resulting gel size–selected libraries (140 to 165 bp) were checked for quality and quantity using the Bioanalyzer and Qubit 2.0 Fluorometer (Life Technologies). Small RNA sequencing libraries (targeting small RNAs of ~22 to 30 nt) were generated from total RNA, as assessed using the Agilent 2100 Bioanalyzer. Equal molar libraries were pooled, requantified, and sequenced as 50-bp single reads on an Illumina NextSeq 2000 instrument using RTA and instrument software versions current at the time of processing. For each sRNA condition, three replicates were collected and sequenced.

### Processing of sRNAs and figure generation

Small RNA reads were trimmed using bbduk (BBMap, B. Bushnell B., sourceforge.net/projects/bbmap/) (options: minlength=17 ktrim=r k=23 mink=11 hdist=1 tpe tbo). Reads matching rRNAs were removed also using bbduk (options: k=31 hdist=1). Reads were aligned with bbmap (options: ambig=best minlen=17 maxindel=0 k=8 rcomp=f local=t) (*69*, *70*). Samtools was used to sort and index alignments (*71*). Bedtools was used to identify reads overlapping with features (*72*). Figures were generated with custom R scripts (https://R-project.org/) using the tidyverse (*73*), cowplot (https://wilkelab.org/cowplot/), and ggvenn libraries (https://CRAN.R-project.org/package=ggvenn). Heatmap expression data (Fig. 2C) are pseudocounts of single-cell clusters from regenerating animals (*39*).

### Gene Ontology

GO enrichment was performed on proteins differentially enriched in large and small EVs with at least a log_2_FC of 1.0, using R with the ClusterProfiler package. GO terms were assigned to the *S. mediterranea* genes using Eggnog-mapper and Interproscan.

# Supplementary material for: Extracellular vesicles mediate stem cell signaling and systemic RNAi in planarians
**Source:** Sci Adv. 2026 Feb 6;12(6):eady1461. doi: 10.1126/sciadv.ady1461
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Legends for tables S1 to S6

Supplementary Materials for
**Extracellular vesicles mediate stem cell signaling and systemic RNAi
in planarians**

Vidyanand Sasidharan *et al.*

Sci. Adv. **12**, eady1461 (2026)
DOI: 10.1126/sciadv.ady1461

The PDF file includes:

Figs. S1 to S5
Legends for tables S1 to S6

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S6

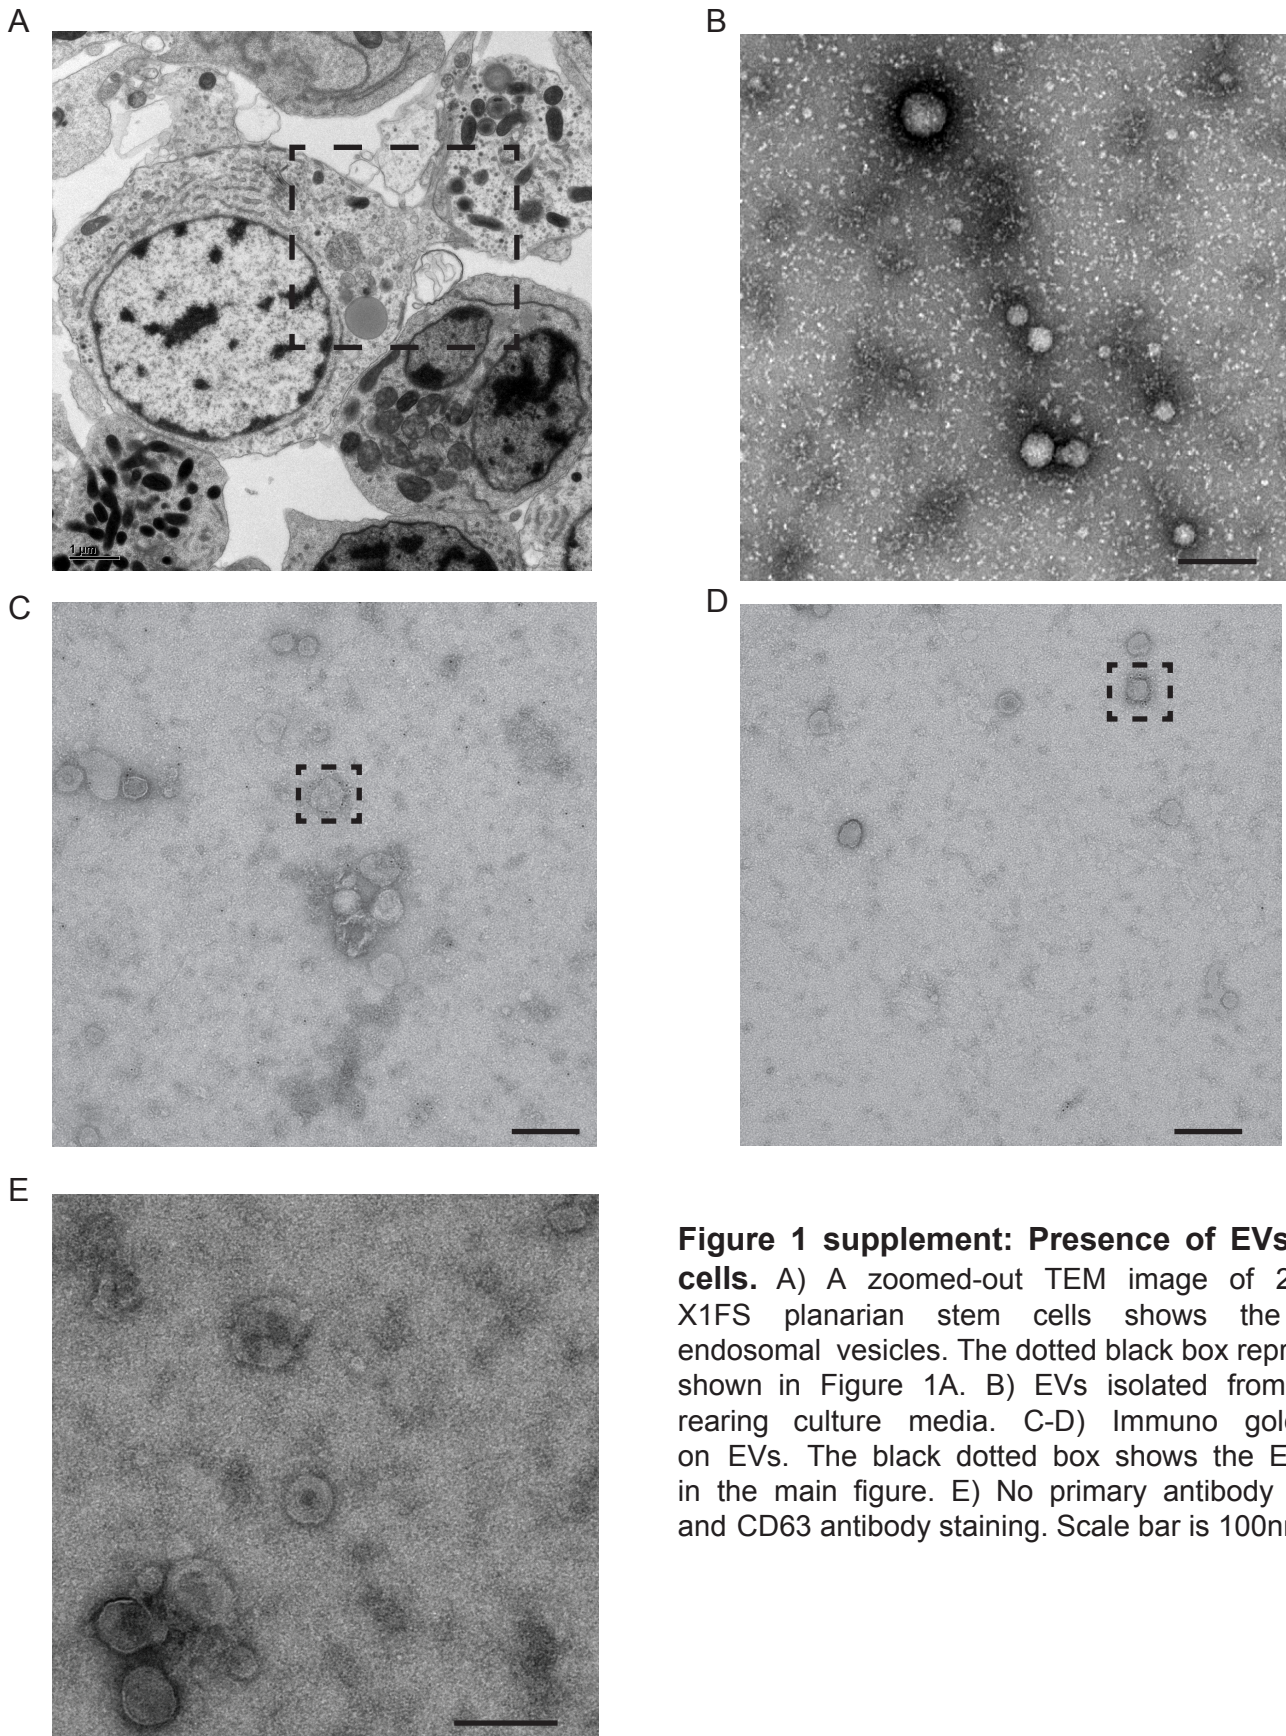

Figure 1 supplement: Presence of EVs in planarian cells. A) A zoomed-out TEM image of 24-hour-cultured X1FS planarian stem cells shows the presence of endosomal vesicles. The dotted black box represents the area shown in Figure 1A. B) EVs isolated from whole animal-rearing culture media. C-D) Immuno gold EM staining on EVs. The black dotted box shows the EVs represented in the main figure. E) No primary antibody control for CD9 and CD63 antibody staining. Scale bar is 100nm.

A

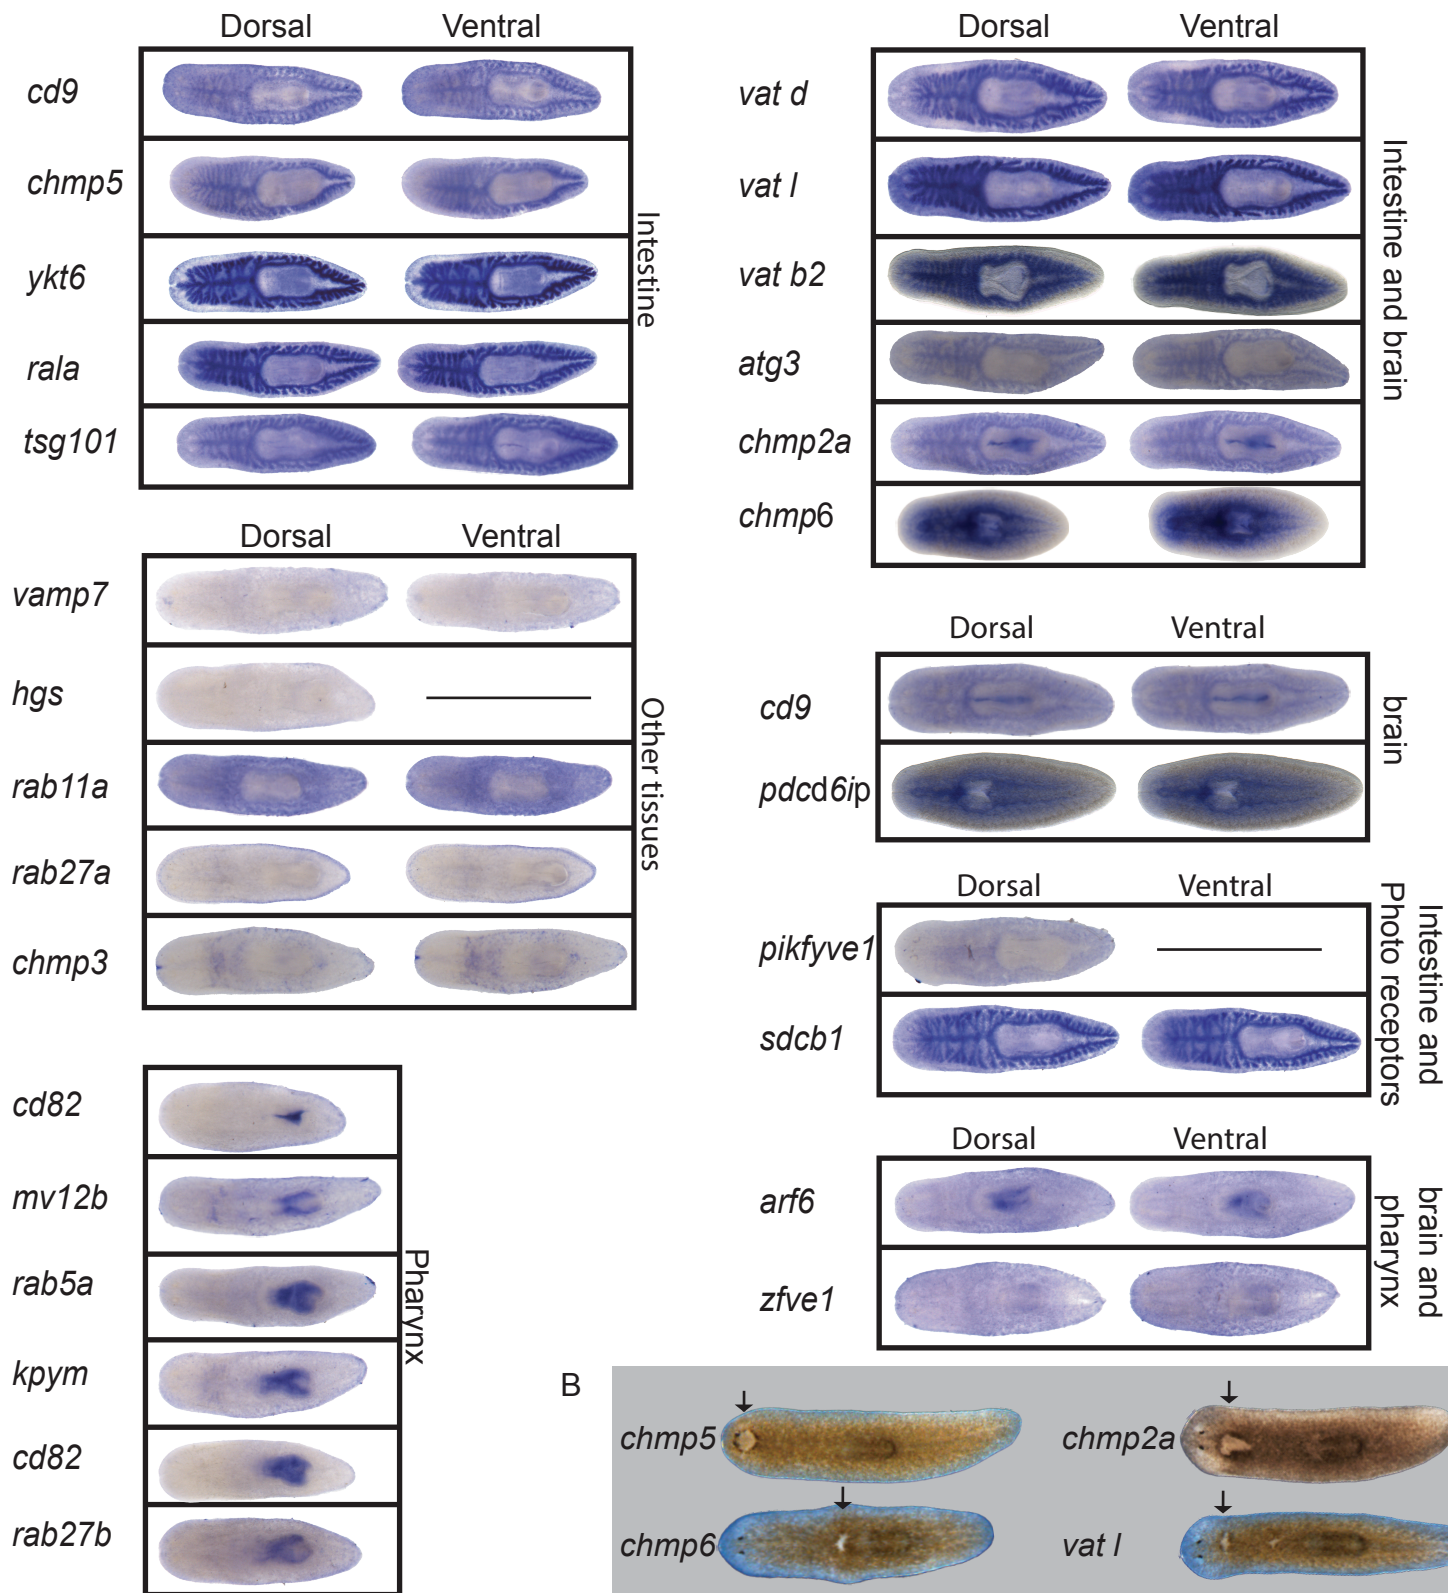

B

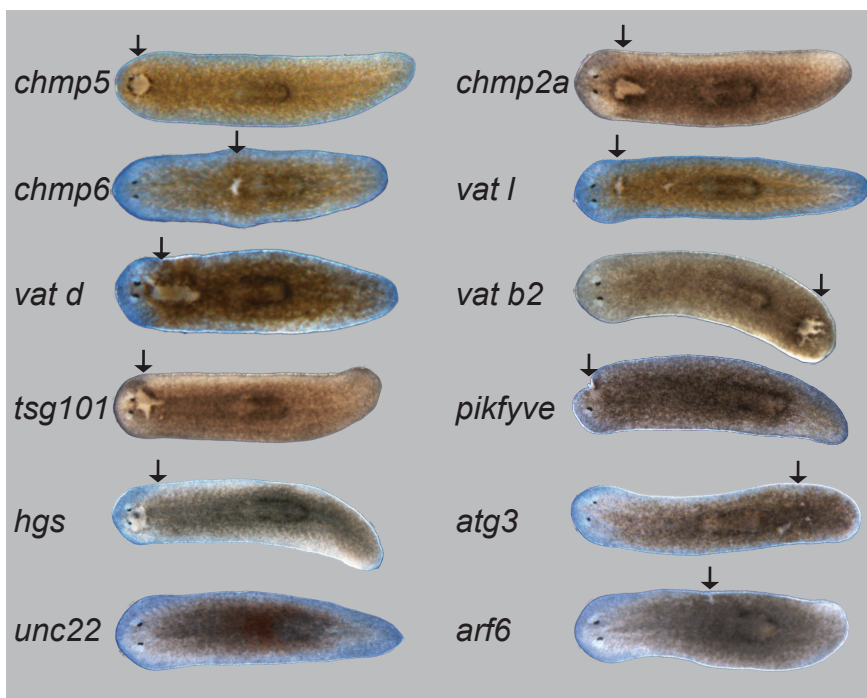

C

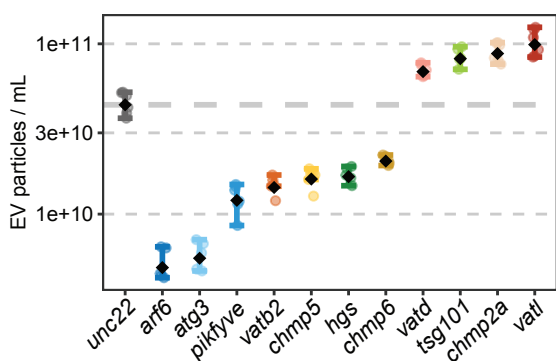

Figure 2 supplement: Whole-mount in situ hybridization of ESCRT complex and associated genes. A) WISH identified different mRNA expression patterns in ESCRT complex and associated genes. B) Representative images of RNAi-treated animals. Black arrows indicate epithelial lesions following RNAi. Scale bar- 500 microns. C) Modulation of EV production by members of the ESCRT complex and associated genes upon RNAi treatment (n=200 animals per RNAi). NTA was performed to measure the production of EVs from different knockdown conditions. Black diamonds indicate mean concentrations, whiskers indicate a 95% confidence interval for the mean, and dots represent technical replicates.

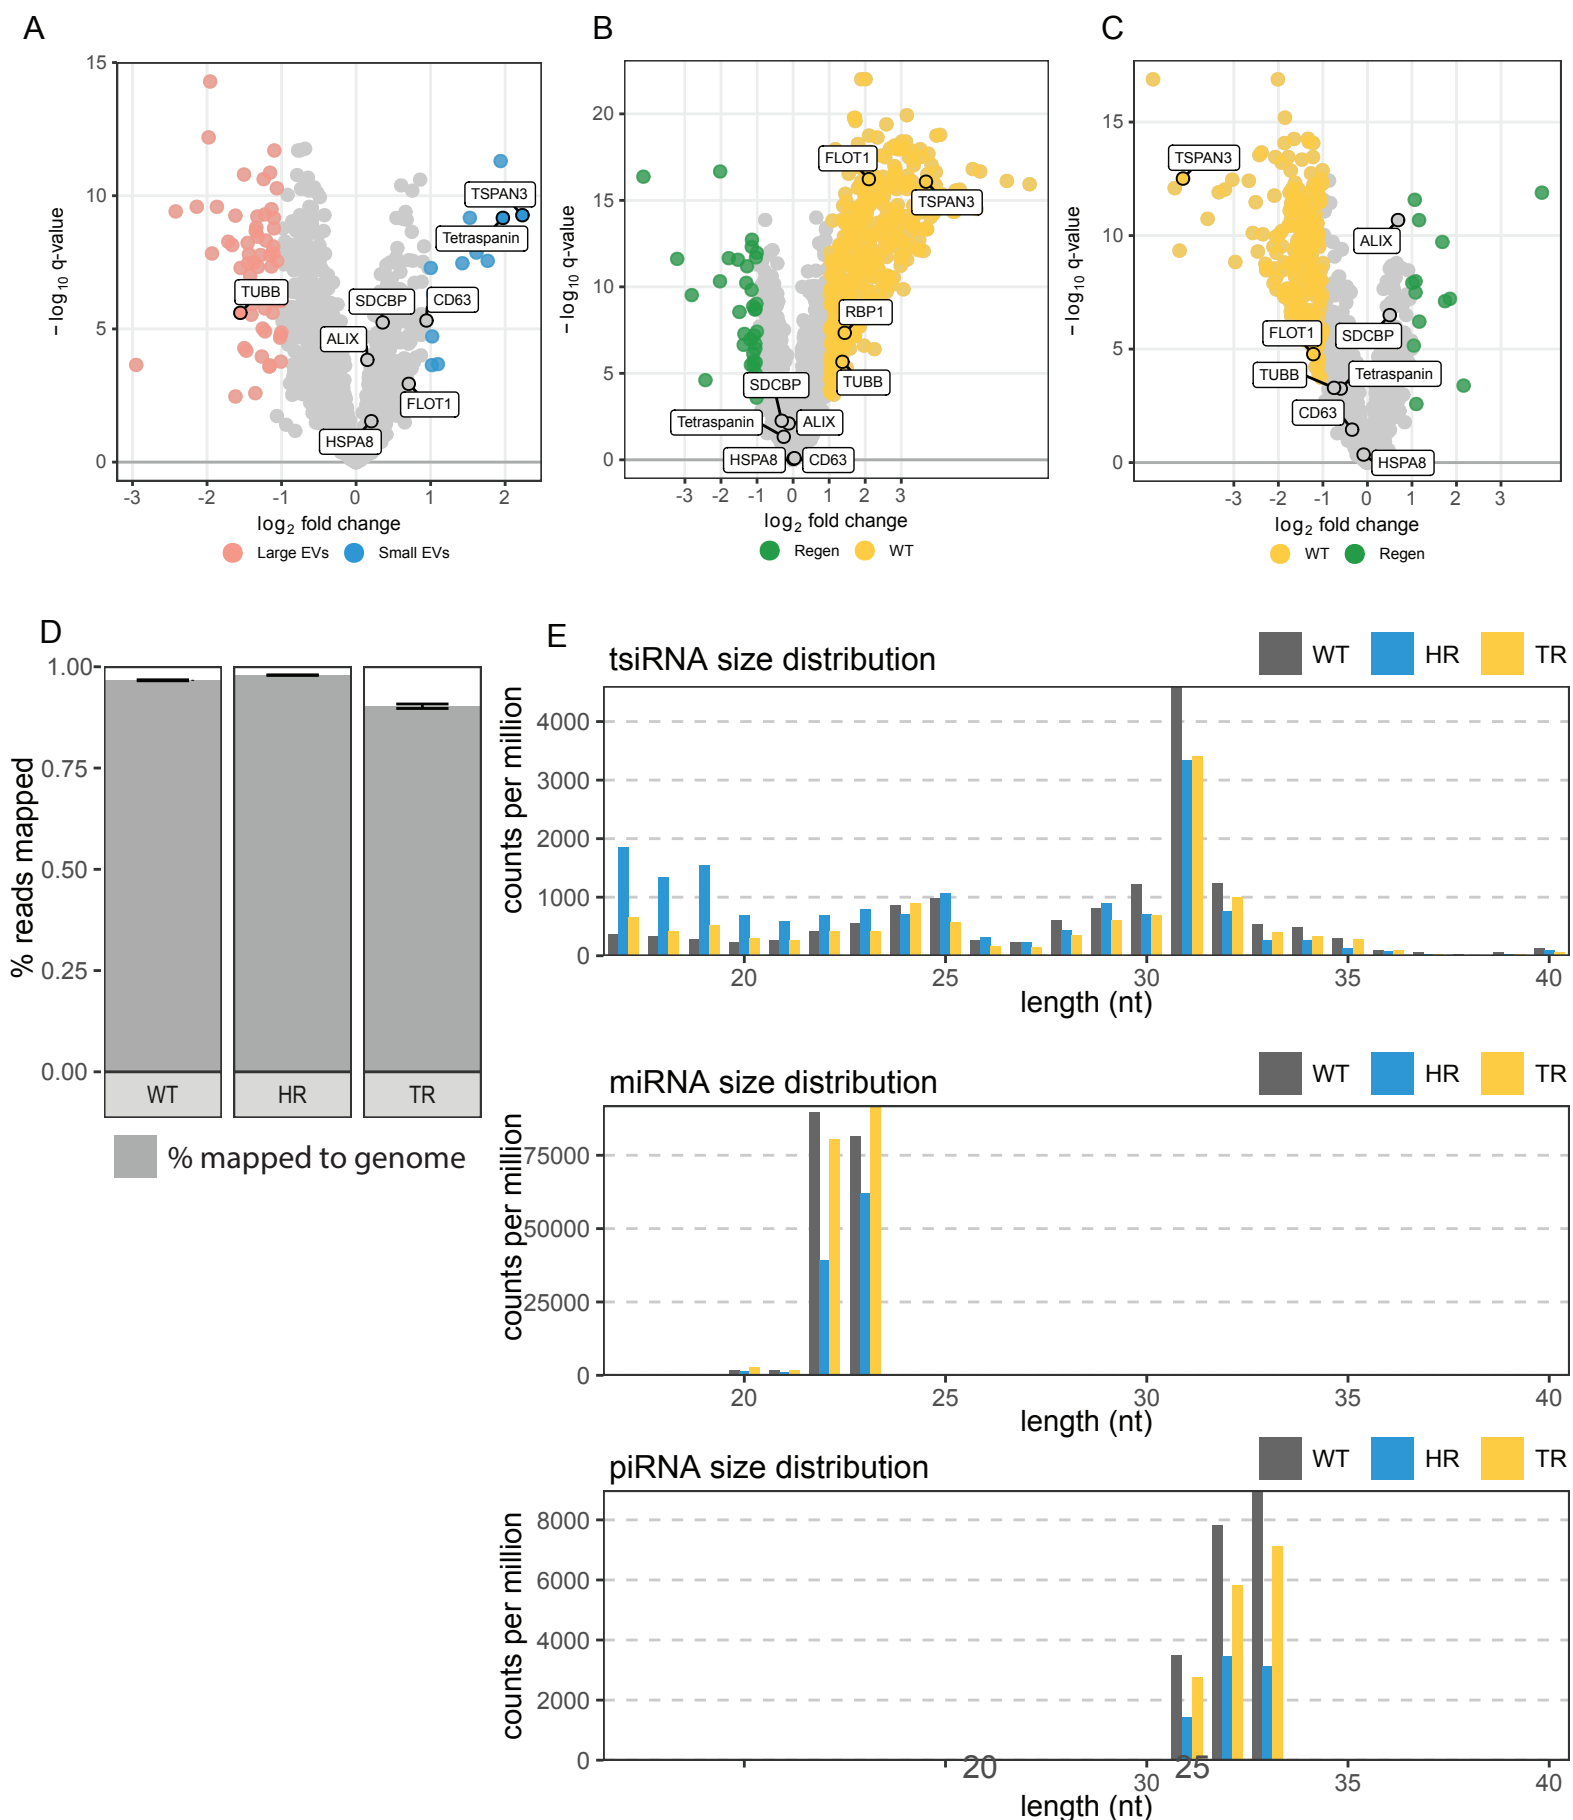

Figure 3 Supplement: Proteomics and small RNA analyses on planarian EVs.

A-C) Differential expression of proteins associated with EVs. A comparative study of proteins related to large (>200nm) and small (<200nm) EVs isolated from wildtype and regenerating animals. A) Comparison of proteins in large and small EVs from regenerating animals. Blue indicates proteins more abundant in large EVs, pink indicates proteins more abundant in small EVs. B-C) Comparison of proteins found in small (B) or large (C) EVs, with green indicating proteins higher in EVs from regenerating worms and yellow indicating proteins higher in wildtype EVs. D) Curated sRNA genome mapping percentage between different experimental conditions. E) Size of major sRNA classes such as tsiRNAs, miRNAs, and piRNAs, across different experimental conditions (WT, HR, and TR). Each plot displays the length (nt) of sRNA fragments and their relative abundance.

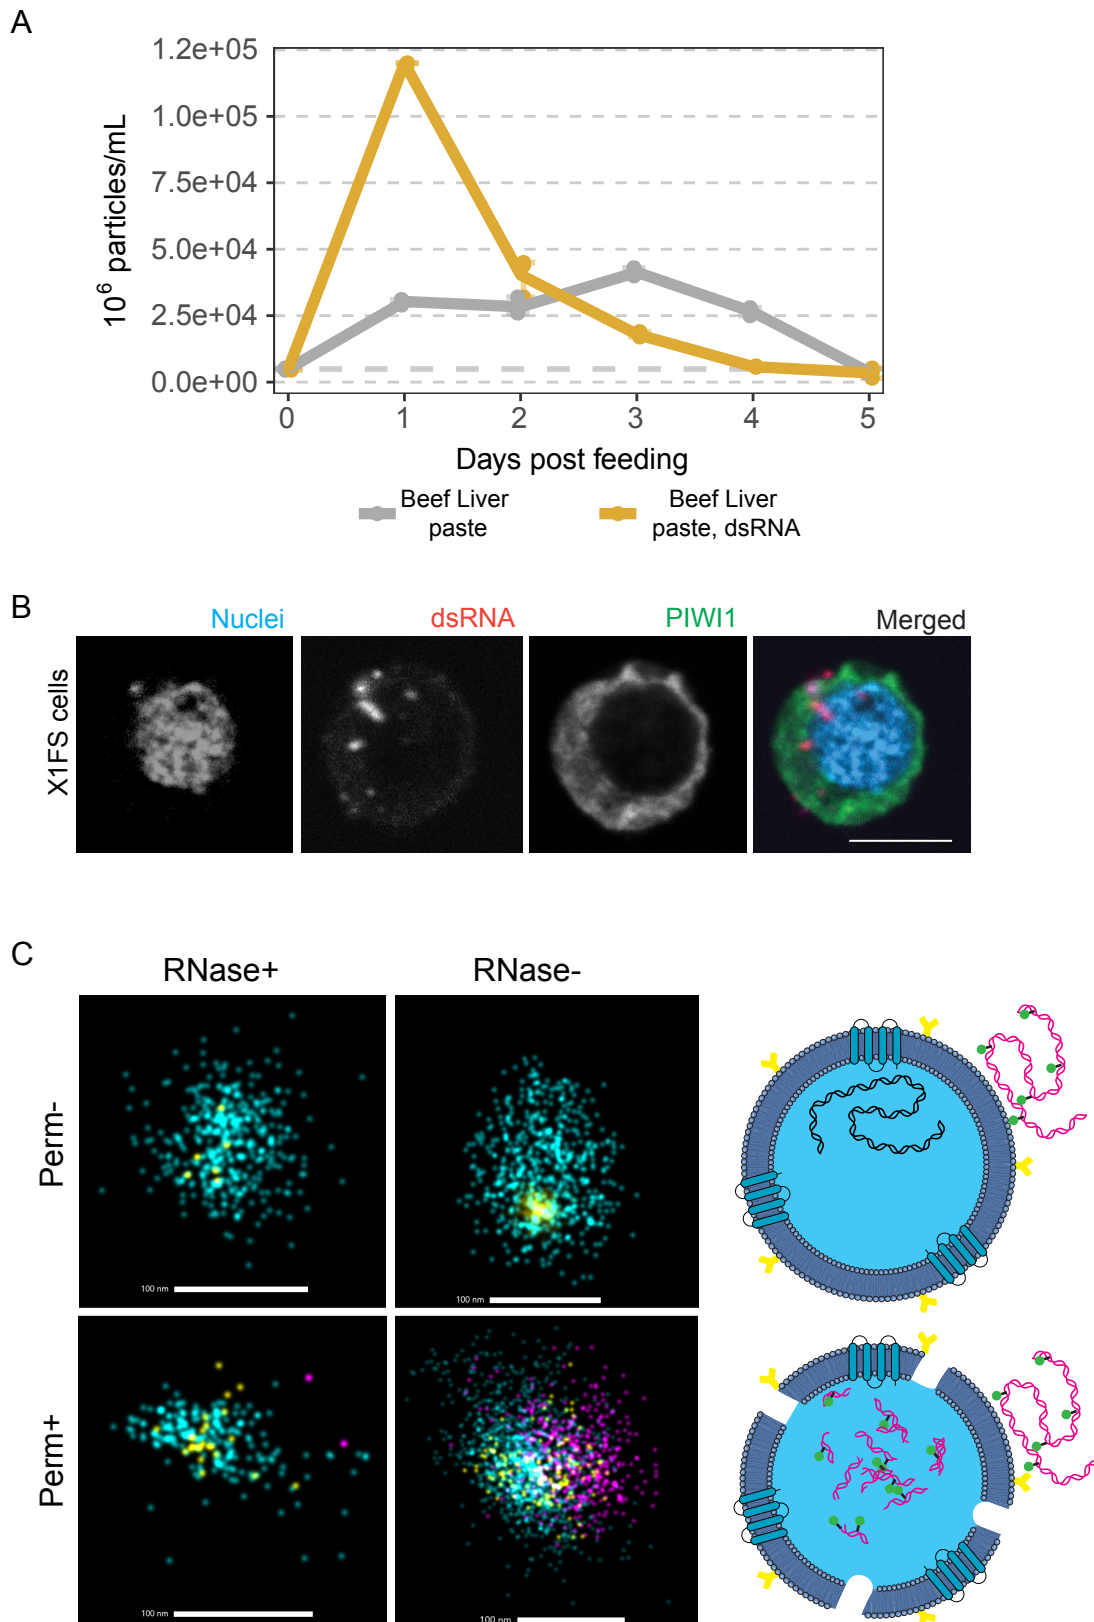

Figure 4 Supplement: Large EVs release and dsRNA detection.

A) NTA quantification of large EV particle production of control and unc22(dsRNA)-fed animals for 5 days post-feeding. Baseline “0-day post feeding” values are from unfed animals. Points represent technical replicates, whiskers indicate a 95% confidence interval for the mean, and both the 95% confidence interval and p-value are from a two-sample t-test for fed versus dsRNA fed animals at a given time point. B) Localization of dsRNA inside X1 FS cells. Animals were fed DIG-labeled dsRNA, and X1 FS cells were isolated using cytometry after 2-dpf. Cells were allowed to attach to the plates, and immune staining was performed using anti-DIGOXIGENIN antibody. C) Representative dSTORM images of labeled dsRNA in association with EVs. Cyan- EV membrane dye, Yellow- Pan anti-human tetraspanin (CD9, CD63, CD81) antibody, and magenta-labeled dsRNA.

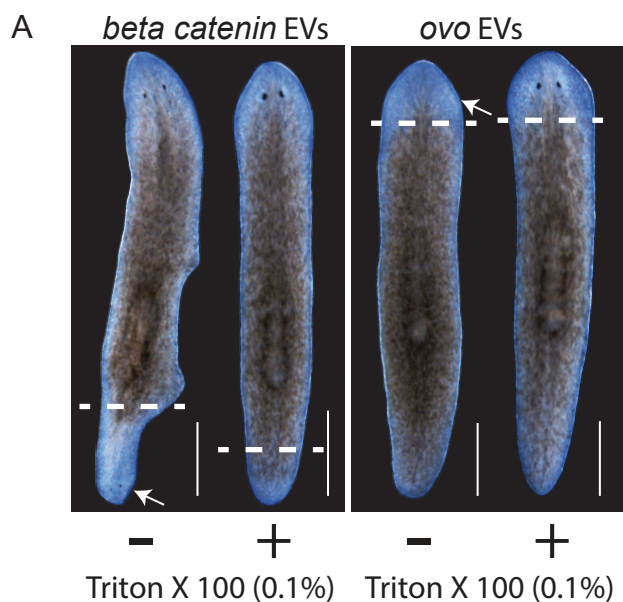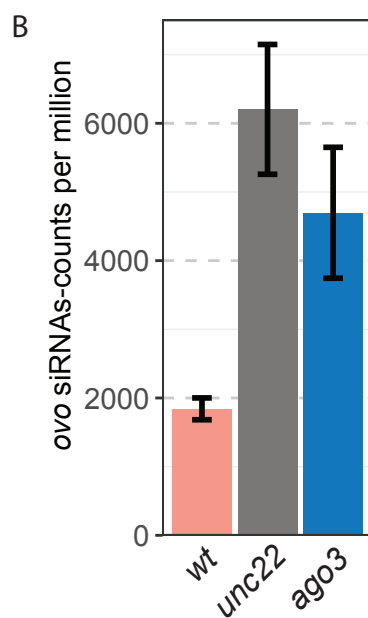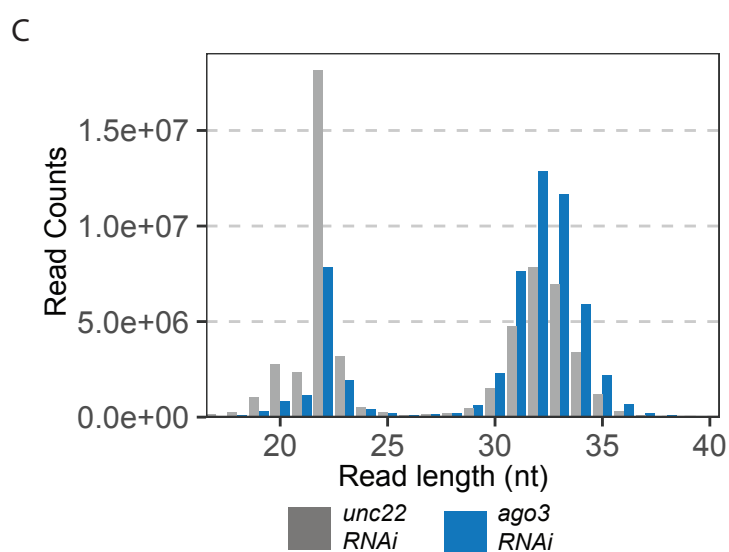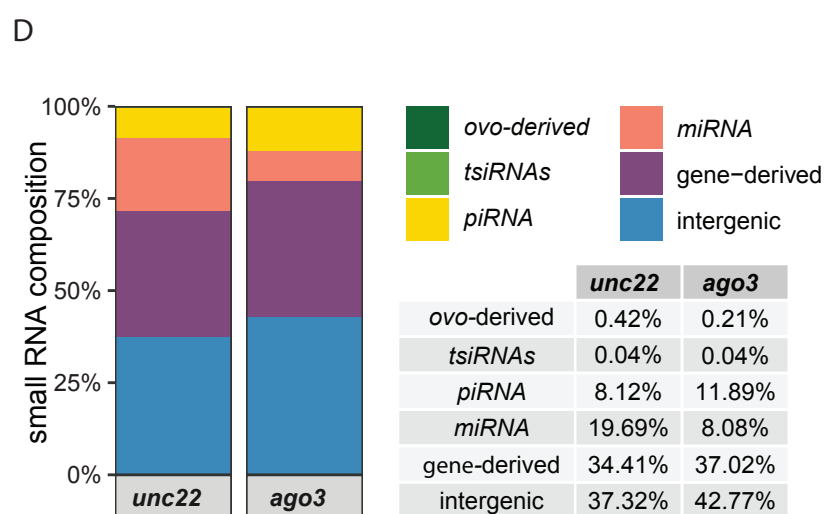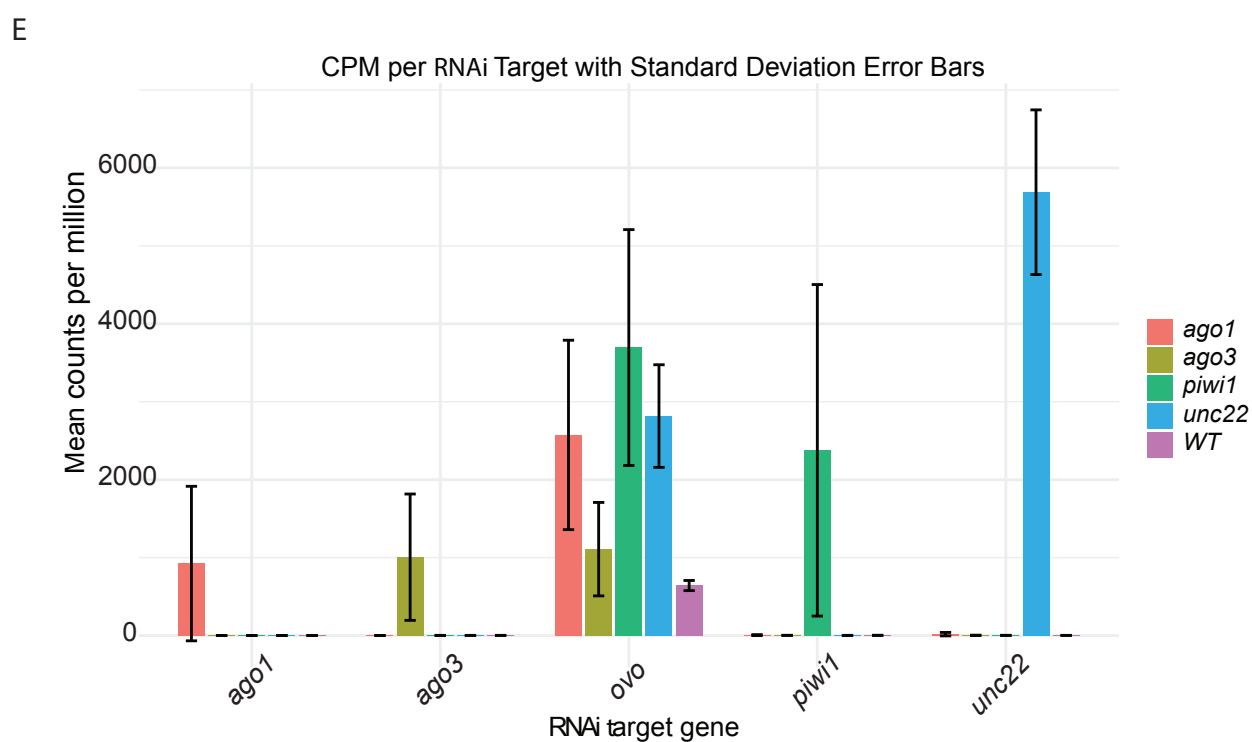

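siRNAs of the fed genes had a length of their own in EVs. Most were 20 nt long, 79.4% of siRNA counts for *unc22*, 75.7% for *piwi-1*, 74.8% for *ago-1* and 64.4% for *ago-3*, against 33.7% for *ovo*. Only 1.26% to 6.71% of siRNA counts were 22 nt long, the length of most miRNAs. siRNAs of 20 to 24 nt made up 93.4% of the counts for *unc22*, 94.6% for *ago-1*, 92.5% for *piwi-1*, 78.3% for *ago-3* and 61.0% for *ovo*. These are sums over the 13 libraries of a single orientation and have no replicate error. The lengths depend in part on the assembly, which used small RNAs of 19 to 25 nt.
Both strands of each assembled sequence were represented, with 52.6% of counts on one strand for *unc22*, 50.1% for *piwi-1*, 73.7% for *ago-3*, and 58.2% and 64.4% for the 2 *ago-1* parts. For *ovo* the zinc-finger part had 28.2% and the other part 75.8%. The assembled lengths were 781 nt for *unc22*, 519 nt for *ovo* in parts of 274 and 245 nt, 425 nt for *piwi-1*, 284 nt for *ago-1* in parts of 193 and 91 nt and 217 nt for *ago-3*. These are lower limits on the length of each dsRNA.

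**Figure D3:**
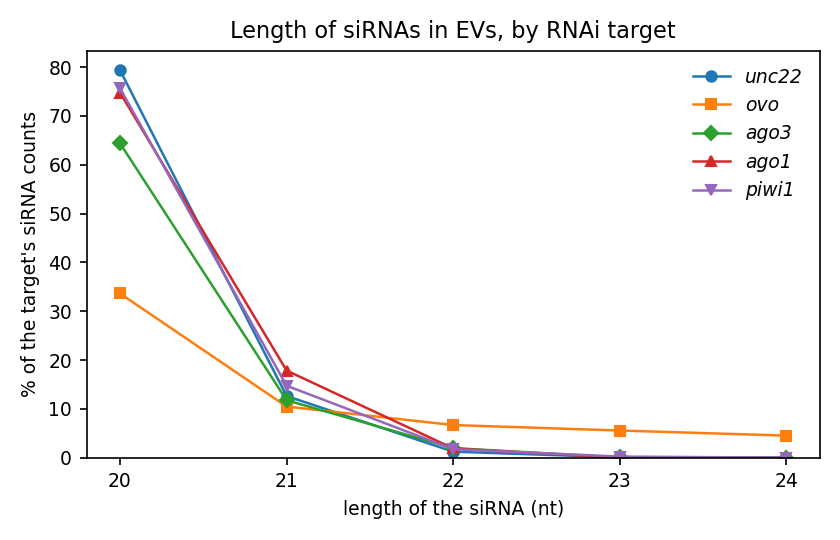
Percent of siRNA counts at each length from 20 to 24 nt (x axis) for each RNAi target, summed over the 13 RNAi libraries of a single orientation. The 20-nt length is the tallest for each of the 5 targets, from 33.7% for *ovo* to 79.4% for *unc22*.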

Figure 5 Supplement: Quantification of dsRNA-derived siRNAs upon ago gene knockdown.

A) Transplantation of permeabilized versus non-permeabilized EVs. Beta catenin EVs and ovo EVs were permeabilized, repurified using ultracentrifugation, and transplanted into healthy animals. Permeabilized EVs did not exhibit any phenotypes(10/10 in both conditions), whereas non-permeabilized EVs (beta catenin EVs-8/10 and ovo EVs-7/10) exhibited gene-specific phenotypes. B) Quantification of ovo(dsRNA)-derived siRNAs associated with tissue from wild type (left), unc-22(RNAi) (middle), and ago-3(RNAi) animals (right). Whiskers represent a 95% confidence interval calculated as 1.96 times the standard deviation above and below the mean. Global processing of dsRNA into siRNAs was not significantly affected upon ago-3 (RNAi). 

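In EVs of *unc22(RNAi)* animals 22 nt was the most abundant length, with 36.9% ± 3.84 of the counts between 17 and 40 nt (SD, n = 3 libraries). In EVs of *ago-3(RNAi)* animals the share at 22 nt was 17.2% ± 12.9, and 32 nt was the most abundant length with 21.8% ± 5.89. The comparison at 22 nt and those of the ranges of 20 to 24 nt and of 31 to 34 nt each gave a two-sided p of 0.1 in an exact permutation test, the smallest that 3 libraries against 3 allow. At 22 nt the *ago-3(RNAi)* libraries lay between 3.82% and 29.5% and the *unc22(RNAi)* libraries between 32.6% and 40.1%. In *ovo(RNAi)*, *ago-1(RNAi)* and *piwi-1(RNAi)*, 22 nt was the most abundant length, with 32.9%, 23.5% and 27.2% of counts.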

C) Mean percentage of sRNAs by sequence read length(bp) in EVs isolated from ago3(RNAi) and unc22(RNAi) animals. D) Stacked bar plots of the fraction of different sRNA classes (tsiRNAs,miRNAs,piRNAs, gene-derived and intergenic in unc22 and ago3-RNAi conditions. E) siRNAs of non-target genes in dsRNA-treated animals. Bar represents the standard deviation, n=3.

Table legends

Table 1: Proteomics and sRNA counts

Tab1- Proteins enriched in Large EVs and Small EVs. Tab 2- Genome alignment of sRNAs from HR and TR derived EVs. Tab 3- comparison of distinct sRNAs from HR and TR derived EVs.

Table 2: Proteomics

Tab1- A) Comparison of proteins in large and small EVs from regenerating animals. Tab2 & 3) Comparison of proteins found in small (2) or large (3) EVs, with green indicating proteins higher in EVs from regenerating worms and yellow indicating proteins higher in wildtype EVs.

Table 3: GO annotation of EVs

Table 4: WT, HR, and TR-derived EVs trimmed sequences, and non-canonical sRNA reads

Table 5: sRNA classes and counts per replicate for HR, TR, and WT-derived EVs

Table 6: ovo- siRNAs trimmed sequences and non-canonical sRNA reads

How the deposited data were processed for this re-analysis (not part of the article)

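Small RNA-seq libraries of EVs secreted by the planarian *Schmidtea mediterranea* were analysed in 2 experiments. The first compares small EVs of WT, HR and TR animals, and the second EVs of animals fed dsRNA of *unc22*, *ago-3*, *ago-1* or *piwi-1* and then given *ovo* dsRNA, with an *ovo(RNAi)* group. Each condition has 3 libraries, 24 in all. Samples were mapped to conditions by the submitters' labels and the paper.

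The authors trimmed adapters with bbduk, filtered rRNA, aligned with bbmap and deposited 1 table of counts, whole numbers of reads for each of 1185642 distinct sequences in each library, without normalization. Versions and the genome build are not given in the sources used here. Each library column was used, and 16968 sequences hold letters other than the 4 bases. No count between 1 and 9 is in the table, so a 0 means at most 9 reads. The plan made before the data were examined set 3 counts as the limit behind a 0, and the table's listing minimum makes 9 the right limit for a single sequence, which is used where a miRNA is at 0 in all libraries of a condition. For sums of siRNAs a 0 means that no siRNA reached 10 counts. Such limits cover counting error only, since reads were not counted by molecular identifiers. A genome and its annotation were not used here, so piRNAs, tsiRNAs, gene-derived and intergenic sequences were not assigned.

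In the second experiment 1 library lists reverse complements and 2 hold both orientations. This was found from 3748 sequences abundant in most libraries. In the 2 libraries of both orientations, the parts of the table held in each were found from 16591 sequences. These had a median count of at least 60 in the other libraries. Counts of both orientations were added, sequences of 51 nt or more were left out, and the 628371 sequences recoverable in all libraries were kept. This rule was chosen after the data were seen. The alternatives are all 742799 sequences of the 13 libraries of a single orientation, and the sequences as deposited.

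The dsRNA sequences were assembled from small RNAs of 19 to 25 nt, trimmed by 1 nt at the 3′ end, with overlaps of 11 to 13 nt, at least 10 counts per extension and at least a share of 0.5 of counts for the next base. Small RNAs sharing 16 nt with a WT, HR or TR library were left out. The starting sequences were chosen after the data were seen, and siRNAs matched the result over at least 17 nt. On a made-up target of 400 nt, 99.75% was rebuilt without error.

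Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Counts per sequence were tested with edgeR's quasi-likelihood test after filterByExpr and TMM, 1 fit over the 9 libraries of the first experiment and 1 over the 15 of the second, with Benjamini-Hochberg adjustment and a threshold of 0.05. The edgeR step was tested on simulated data. For TR against HR, 46%, 88%, 96% and 100% of abundant sequences changed by 2, 4, 8 and 16 times were called, with 7 false calls among 37522. For *ago-3(RNAi)* against *unc22(RNAi)* these were 0%, 0%, 30% and 78%, with 6 false calls among 113623. Of changed sequences drawn at any abundance, 4%, 12%, 34% and 36% were called for TR against HR and 0% for *ago-3(RNAi)*, so the second experiment has little power for single sequences. Shares and summed siRNAs were compared with exact permutation tests of the difference in means, and correlations with 100000 resamples. No pair of replicates was close enough to be 1 library deposited more than once (chi-square per degree of freedom 2.58 to 255).

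The miRNAs named were chosen by a rule set before the data were examined, while the values of Table S5 and the paper's figures had been seen: miR-124c and the siRNAs of the 5 targets, the 10 most abundant miRNAs, and up to 6 higher and 6 lower ones per comparison among those past the threshold with a mean of at least 10 CPM and no overlap, plus members of fixed lists as counts. For other sequences, the 2 most abundant of each condition were named. The lists are the let-7, lin-4/miR-125, miR-10/100, miR-2/13, miR-71, bantam, miR-277, miR-61, miR-87 and miR-36 families, the miR-753/miR-754/miR-2156 group, muscle and nervous system miRNAs of other animals, and mammalian liver miRNAs as a sign of food. Alternatives fixed at the same time were library totals without TMM, no filter beyond presence in 2 libraries, DESeq2, a replicate block, fits of the compared groups only, isomiRs, scaling to miRNA counts alone, other denominators for siRNAs, and leaving out each library in turn.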

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

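The tests of explanations and the counts over other splits of the libraries in this part were chosen after the results were seen.

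Small RNAs of the food and of the feeding plasmid were found in EV libraries of the RNAi experiment, which the paper does not report on. The 4 mammalian liver miRNAs found among the recovered sequences, from a list fixed in advance, summed to a mean of 109 ± 35.1 CPM in *unc22(RNAi)*, 13.2 ± 11.4 CPM in *ago-3(RNAi)*, 99.7 ± 105 CPM in *ago-1(RNAi)* and 149 ± 102 CPM in *piwi-1(RNAi)* (SD, n = 3 libraries each), and to 0.516 CPM in *ovo(RNAi)*. Sums of single libraries ranged from 2.72 to 25.3 CPM in *ago-3(RNAi)* and from 30.4 to 221 CPM in *ago-1(RNAi)*. miR-192 held most of these counts, such as 2118 of 2386 in *unc22(RNAi)* replicate 1. Small RNAs of the plasmid sequence next to the assembled dsRNAs had means of 2796 ± 407 CPM in *unc22(RNAi)*, 181 ± 8.48 CPM in *ovo(RNAi)*, 652 ± 373 CPM in *ago-3(RNAi)*, 1325 ± 1083 CPM in *ago-1(RNAi)* and 1814 ± 881 CPM in *piwi-1(RNAi)* (SD, n = 3).

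*ovo* siRNAs were lower in *ago-3(RNAi)* than in *unc22(RNAi)*. Against the library *ago-3(RNAi)* replicate 2 as the whole cause, the other *ago-3(RNAi)* libraries had a mean of 1505 CPM, and the higher of them, 1868 CPM, lay below the lowest *unc22(RNAi)* library, 2036 CPM. For a lower intake of food, *ovo* siRNA counts per liver miRNA count were 4.55 times as high in *ago-3(RNAi)* as in *unc22(RNAi)*, with ranges apart. This ratio cannot decide the question. In *ovo(RNAi)* liver miRNAs were at 0.516 CPM beside 667 CPM of *ovo* siRNAs, so liver miRNAs need not follow intake of *ovo* dsRNA. A lower intake stays open in these libraries, which hold EVs only. The paper also measured *ovo* siRNAs in tissue. It reports that processing of dsRNA into siRNAs was not significantly affected in *ago-3(RNAi)*, which bears on intake and could not be examined here. A lower yield of all miRNA-sized RNA stays open and may account for the difference from *unc22(RNAi)*: *ovo* siRNA counts per miRNA count were 1.12 times as high in *ago-3(RNAi)* as in *unc22(RNAi)*, with overlapping ranges. Against *piwi-1(RNAi)*, the level in *ago-3(RNAi)* was 0.641 times relative to counts of 20 to 24 nt (two-sided exact permutation p = 0.1, the smallest possible) and 0.643 times relative to miRNA counts (exact p = 0.2). On these 2 denominators *piwi-1(RNAi)* was itself at 1.73 and 1.74 times *unc22(RNAi)*. The ratio to *piwi-1(RNAi)* was 0.371 relative to aligned reads of Table S6 (exact p = 0.3) and 0.540 with only siRNAs of 20 to 24 nt (exact p = 0.5). An effect of *ago-3* on siRNAs in EVs, which the design names, also stays open and was not separated from that yield.

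miRNAs were lower in HR than in WT as a share of counts. Dilution by the sequences under 25 nt that are abundant in HR is argued against as the whole cause, since miRNA counts per 100 counts of 25 to 40 nt were still 0.518 times as high in HR as in WT, with ranges apart, while in TR they were 1.19 times as high. Library depth with the listing minimum is argued against as well: thinned to 2176362 counts per library, the miRNA share was 0.476% in HR and 2.56% in WT. Part of the fall could come from that dilution, and a difference between head-regenerating and WT animals, which the design names, stays open as untested.

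With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Sequences that differ numbered 8194 in TR against HR, 32083 in HR against WT and 26597 in TR against WT, with 0 as the highest of the other splits, and 409, 721, 1127 and 773 in *ago-3(RNAi)*, *ago-1(RNAi)*, *piwi-1(RNAi)* and *ovo(RNAi)* against *unc22(RNAi)*, with 0, 16, 0 and 0 as the highest others, so 1 split of 10, the real one, reached each count. miRNAs that differ numbered 47, 58 and 25 in TR against HR, HR against WT and TR against WT, with 0 as the highest other. In the RNAi comparisons the real split and all others gave 0 miRNAs by edgeR, so each of the 10 splits is as large.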

How the results depend on the processing

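The settings named as added were chosen after seeing the data, as were the tests on them. Among the counts of miRNAs that differ, 94 of 109 values under alternatives were within 1.5 times and 15 moved. Among named miRNAs, 621 of 676 kept direction and side of the threshold, 32 became weaker, 11 stronger and 12 reversed. Among counts of sequences, 40 of 88 stayed within 1.5 times and 48 moved. Among shares, 195 of 197 stayed and 2 reversed, though 3 libraries against 3 cannot pass 0.05. Among siRNA levels, 121 of 153 stayed, 20 became weaker, 7 reversed and 5 moved. Taking miRNAs before other classes changed nothing, as no other class was assigned. The listing minimum of 10 counts limits what can be said of rare sequences. Unless stated otherwise, the cause was not tested.

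Sequences that differ from *unc22(RNAi)* numbered, without a filter, 3759 in *ago-3(RNAi)*, 2007 in *ago-1(RNAi)*, 1767 in *piwi-1(RNAi)* and 3342 in *ovo(RNAi)*; by DESeq2, 1848, 2317, 2821 and 2323; with only the 2 groups fitted, 744, 320, 672 and 2253; by library totals, 284 in *ago-1(RNAi)* and 1226 in *ovo(RNAi)*; with only libraries that have reads over 40 nt in Table S6, 1057 in *ago-3(RNAi)* and 262 in *ovo(RNAi)*; with all sequences of the 13 libraries (added), 464 in *ago-1(RNAi)* and 471 in *ovo(RNAi)*; and as deposited (added), where reversed libraries share few sequences with the others, 0 in *ago-3(RNAi)*, *ago-1(RNAi)* and *ovo(RNAi)*. miRNAs that differ numbered, on miRNA counts alone, 8 in TR against HR, 11 in HR against WT, 10 in TR against WT, 7 in *ago-3(RNAi)* and 16 in *ago-1(RNAi)*; without a filter, 38 in *ago-3(RNAi)*, 38 in *ago-1(RNAi)*, 6 in *piwi-1(RNAi)* and 10 in *ovo(RNAi)*; by DESeq2, 2 in *ago-3(RNAi)* and 2 in *ago-1(RNAi)*; and in *ago-1(RNAi)*, 1 with isomiRs, 1 with all sequences (added) and 2 adjusted over the 64 miRNAs alone.

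Replicate numbers do not pair the libraries: same-numbered libraries correlated at −0.289 to 0.0869 in the first experiment (median −0.0204, 0 of 9 pairs over 0.1) and at −0.744 to 0.632 in the second (median 0.0512, 13 of 30 over 0.1). With a replicate block, 2313 sequences differed between TR and HR and 643 between *ago-3(RNAi)* and *unc22(RNAi)*, and the difference of *ago-3(RNAi)* from the 9 other libraries, −1472 CPM, had an exact p of 0.25, the smallest that 3 differences allow.

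Counting each distinct sequence once reversed the miRNA share against *unc22(RNAi)* in *ago-1(RNAi)* (0.0738 points) and *ovo(RNAi)* (0.0137). *ovo* siRNAs in *ago-3(RNAi)* against *unc22(RNAi)* reversed relative to counts of 20 to 24 nt (536 CPM) and relative to miRNA counts (906), those in *ago-1(RNAi)* likewise (2403 and 2661), those in *piwi-1(RNAi)* with only 20 to 24 nt (−245 CPM), and *ago-3(RNAi)* against *ago-1(RNAi)* relative to aligned reads of Table S6 (94.2 CPM). *ago-3(RNAi)* against the 9 other libraries was −1439 CPM relative to counts of 20 to 24 nt (exact permutation p = 0.35), −1891 relative to miRNA counts (0.436), −892 relative to aligned reads (0.368), −610 with only 20 to 24 nt (0.259), −788 for the zinc-finger part (0.0545, added), −1.51 log2 in edgeR (adjusted p = 0.271), −1537 with all sequences (0.0909, added) and −1530 as deposited (0.0545, added). siRNAs of a group's own target relative to counts of 20 to 24 nt were, in CPM, 17122 for *unc22*, 1466 for *ovo*, 1918 for *ago-3*, 2212 for *ago-1* and 7624 for *piwi-1*, since the denominator is smaller.

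On miRNA counts alone these log2 fold changes reversed: in TR against HR miR-750-3p (−0.63), miR-2179-3p (−0.23) and miR-277c-3p (−0.0834); in HR against WT miR-61a-3p (0.75), miR-2179-3p (0.90), bantam-b-3p (0.78), miR-277c-3p (0.59) and miR-8b-3p (0.11); in TR against WT miR-10b-5p (0.30), which the counts above do not include; in *ago-3(RNAi)* against *unc22(RNAi)* let-7b-5p (0.15), miR-190a-5p (0.11), miR-31a-5p (0.38) and miR-87c-3p (0.0235).

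Leaving out 1 library moved the sequences that differ to 3049 to 8569 in TR against HR, 171 to 299 in *ago-3(RNAi)*, 210 to 3212 in *ago-1(RNAi)*, 456 to 709 in *piwi-1(RNAi)* and 424 to 497 in *ovo(RNAi)*, and the miRNAs that differ in *ago-1(RNAi)* to 0 to 8. *ovo* siRNAs in *ago-1(RNAi)* against *unc22(RNAi)* ranged from −1056 to 286 CPM, the highest without *ago-1(RNAi)* replicate 1, and *ago-3(RNAi)* against the 9 others from −1833 to −1113 CPM (exact permutation p = 0.00606 to 0.182).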

Differences from the paper's values

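The setting named below as chosen after seeing the values is the only one of that kind in this part, apart from the comparison of scales with Table S5 and the sequence with the miR-124 seed. Values are said to differ when they are apart by more than the SD and one is more than 1.5 times the other.

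The paper's text gives a range of miRNA shares over the 3 conditions, and its upper end, 11%, is set here beside WT and its lower end, 6%, beside HR. In TR the paper's share is about 10% in Fig. 3F, read by eye. The values here are, for WT, HR and TR, 2.53% ± 0.404, 0.454% ± 0.0122 and 1.70% ± 0.240 (SD, n = 3), and each of the alternatives set before the data were examined also differs. Over the 39 miRNAs counted in all 9 libraries, the CPM of Table S5 are 5.50 times those here in WT, 16.4 times in HR and 7.50 times in TR, and on that scale the shares here are 13.9%, 7.46% and 12.7%, where the miRNAs in the part of Table S5 used here sum to 13.9%, 7.49% and 12.8%. The factors differ between conditions, so the ratio of TR to HR is 3.74 here and 1.70 in Table S5, and that of HR to WT 0.179 here and 0.538 in Table S5.

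In *unc22(RNAi)* the paper's miRNA share is about 20% in fig. S5D, read by eye, and 32.6% ± 2.32 here. The alternatives set before the data were examined also differ, and with all sequences of the 13 libraries of a single orientation, chosen after seeing the values, it is 28.1%.

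At 22 nt the paper's shares are about 15% in WT and about 16% in TR in Fig. 3E, read by eye, and 6.74% ± 0.105 and 7.16% ± 0.149 here. None of the alternatives set before the data were examined comes within the paper's values. All listed sequences of 17 to 40 nt are counted here, aligned or not, so the sets of reads may differ.

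*ovo* siRNAs are about 0.42% of sRNAs in *unc22(RNAi)* and about 0.21% in *ago-3(RNAi)* in the paper's fig. S5D, read by eye, and 0.255% ± 0.0487 and 0.115% ± 0.0719 here. For *unc22(RNAi)*, the values per counts of 20 to 24 nt (0.479%) and without *unc22(RNAi)* replicate 2 (0.281%) come within 1.5 times of the paper's, and the other alternatives differ. For *ago-3(RNAi)*, the value without *ago-3(RNAi)* replicate 2 (0.150%) comes within 1.5 times, and those without replicate 3 (0.115%) and with all sequences (0.111%, chosen after seeing the values) are more than 1.5 times lower but lie within their wider SD of the paper's. The methods give the paper's 0.3% for WT, and which group is meant is not clear. Set beside *ovo(RNAi)*, which fig. S5E calls WT, the share here is 0.0667% ± 0.00716. In Fig. 5H, read by eye, the paper's *ovo* siRNAs are at about 800 CPM in *ovo(RNAi)* and about 3000 CPM in *unc22(RNAi)*, and 667 ± 71.6 and 2550 ± 487 CPM here do not differ from them. For the 0.3%, of the alternatives set before the data were examined, only that per miRNA count (0.224%) does not differ.

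siRNAs of *unc22* in *unc22(RNAi)* are at about 5700 CPM in the paper's fig. S5E, read by eye, and at 9051 ± 1013 CPM here. The values with only siRNAs of 20 to 24 nt (8418 CPM) and without *unc22(RNAi)* replicate 3 (8493 CPM) come within 1.5 times of the paper's, and the other alternatives differ.

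For miR-124c-2-5p in HR, Table S5 gives the paper's value of 4.4042 CPM, and it is listed at 0 here on that scale. The paper's value equals 1.32 counts per library, under the listing minimum of 10, and 9 counts equal 1.82 CPM of the library totals here, without TMM. In WT and TR the paper's 45.6 and 9.59 CPM stand beside 37.4 ± 43.7 and 7.34 ± 12.7 here on the scale of Table S5.

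The paper states that miR-124c is enriched in TR-derived over HR-derived EVs, and the paper's Table S5 values above run that way. Only miR-124c-2-5p, the single miR-124c arm in the part of Table S5 used here, was tested. Here its adjusted p is 0.262 by edgeR, no setting run called it, and no direction is established. The TR mean of 0.979 CPM lies below the limit of 1.82 CPM behind the 0 in HR, both without TMM. A sequence with the seed of miR-124 of other animals was listed with 13 counts in 1 TR library and at 0 in HR, too few to settle it. The paper describes a main size peak near 22 nt, and here 30 nt leads in WT with 12.4%, 17 nt in HR with 11.5% and 19 nt in TR with 11.0%. These are shares of all listed sequences of 17 to 40 nt, aligned or not, so the sets of reads may differ. In HR, 31.5% to 31.9% of counts are shorter than that range. The paper states a decrease of *ovo* siRNAs in *ago-3(RNAi)* relative to *ago-1(RNAi)* and *piwi-1(RNAi)*, and here the exact permutation p is 0.4 and 0.1 (two-sided, smallest possible 0.1), with lower means in *ago-3(RNAi)* in both. Against *unc22(RNAi)*, the paper's one-tailed t test gives p = 0.033, and the exact permutation test here gives a one-sided p of 0.05. The paper calls the fall of miRNAs in *ago-3(RNAi)* significant, and here 0 of 64 miRNAs pass by edgeR (5 at an unadjusted p under 0.05) with a share that is lower at p = 0.1 (exact), while DESeq2 calls 2 lower and edgeR without a filter 38. On miRNA counts alone edgeR calls 2 higher and 5 lower. That scaling takes out a fall shared by all miRNAs, so it cannot speak for or against one. For this comparison edgeR called 0% of simulated abundant sequences changed 2 or 4 times, so its 0 does not speak against such a fall. The paper states that siRNAs of genes not targeted were not found, and here *unc22* siRNAs reach 25.6 CPM in *ago-1(RNAi)* replicate 2. That is low beside their mean of 9051 CPM in *unc22(RNAi)*, and replicates 1 and 3 of *ago-1(RNAi)* list them at 0. The source of these low levels was not tested, so they do not contradict the paper.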

Other observations

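The tests of correlation in this part were chosen after the results were seen, and the sequence with the miR-124 seed was chosen after its values were seen, as was the split of the miR-753/miR-754/miR-2156 group below.

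In EVs of *ago-3(RNAi)* animals the miR-753/miR-754/miR-2156 group, a list fixed in advance, held members with large falls that edgeR does not call over all sequences. miR-754b-5p was 404 ± 117 CPM in *unc22(RNAi)* (SD, n = 3) and 42.1 ± 34.0 CPM in *ago-3(RNAi)*, a log2 fold change of −3.26 (SE 0.99, adjusted p = 0.343 from edgeR over all sequences). miR-754a had −3.65 (SE 1.14, adjusted p = 0.383), miR-753b-5p, whose sequence miR-753e-5p shares, −3.86 (SE 1.35, adjusted p = 0.426) and miR-753a −3.50 (SE 1.44, adjusted p = 0.426), while the median of all 64 miRNAs was −1.19. These 4 of the 6 tested members of the miR-753/miR-754/miR-2156 group passed when adjusted over those 6 alone, and DESeq2 called miR-754b-5p (adjusted p = 0.0225) and miR-754a (adjusted p = 0.0425) over all sequences. On miRNA counts alone, where the median miRNA does not move, miR-754b-5p was −2.01 (SE 0.25, adjusted p = 2.83e-05), miR-754a −2.65 (SE 0.45, adjusted p = 0.000700), miR-753b-5p −2.36 (SE 0.71, adjusted p = 0.0462) and miR-753a −1.93 (SE 0.90, adjusted p = 0.235). miR-2156a-3p and miR-2156b-3p, the other members, were at −0.82 and −0.46 over all sequences and turned to 0.29 and 0.49 on miRNA counts alone.

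TAAGGCACGCGGTGAATGCTG, a sequence with the seed of miR-124 of other animals, was listed with 10, 16 and 12 counts in the 3 WT libraries, with 13 counts in 1 TR library and at 0 in the other TR and all HR libraries. In *unc22(RNAi)* it was at 97.8, 81.1 and 97.6 CPM, without TMM.

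In the 12 libraries given *ovo* dsRNA after another RNAi, *ovo* siRNA CPM rose with the CPM of liver miRNAs (Pearson's r 0.917, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 4e-05 over 4 relations, Spearman's rho 0.944, p = 3e-05, adjusted 0.00012, r 0.892 without the 2 libraries farthest from the median). With the miRNA share r was 0.793 (permutation p = 0.00199, adjusted 0.00199, rho 0.741, p = 0.00744, adjusted 0.00824, r 0.600 without 2 libraries), with the 22-nt share 0.813 (p = 0.00124, adjusted 0.00165, rho 0.734, p = 0.00824, adjusted 0.00824, r 0.648) and with the share of 31 to 34 nt −0.843 (p = 0.00048, adjusted 0.00096, rho −0.797, p = 0.00281, adjusted 0.00562, r −0.711). A hypothesis is that the *ovo* siRNA level of a library follows its yield of miRNA-sized RNA. Within the 4 groups, deviations from the group means of *ovo* siRNA CPM and miRNA share correlated at 0.895 (exact permutation within groups, p = 0.00386, 1296 permutations), in the same direction in all 4 groups. For liver miRNA CPM the same correlation was 0.870 (exact p = 0.00540). All these measures are parts of a library's own counts. A library rich in sequences of 31 to 34 nt has lower values of the others for that reason alone. The correlations therefore do not test the hypothesis, and the permutations over 12 libraries also ignore the 4 groups.

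Liver miRNAs fell further than planarian miRNAs in *ago-3(RNAi)*: in CPM relative to miRNA counts they were 331 ± 87.0 in *unc22(RNAi)* and 80.3 ± 11.8 in *ago-3(RNAi)* (two-sided exact permutation p = 0.1, the smallest possible), 405 in *ago-1(RNAi)* and 587 in *piwi-1(RNAi)*. These sums are mainly miR-192, with 2118 of 2386 counts in *unc22(RNAi)* replicate 1 and 21 of 21 in *ago-3(RNAi)* replicate 2.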
